# Developmental, cellular, and behavioral phenotypes in a mouse model of congenital hypoplasia of the dentate gyrus

**DOI:** 10.7554/eLife.62766

**Published:** 2020-10-21

**Authors:** Amir Rattner, Chantelle E Terrillion, Claudia Jou, Tina Kleven, Shun Felix Hu, John Williams, Zhipeng Hou, Manisha Aggarwal, Susumu Mori, Gloria Shin, Loyal A Goff, Menno P Witter, Mikhail Pletnikov, André A Fenton, Jeremy Nathans

**Keywords:** dentate gyrus, hippocampus, learning, memory, Mouse

## Abstract

In the hippocampus, a widely accepted model posits that the dentate gyrus improves learning and memory by enhancing discrimination between inputs. To test this model, we studied conditional knockout mice in which the vast majority of dentate granule cells (DGCs) fail to develop – including nearly all DGCs in the dorsal hippocampus – secondary to eliminating *Wntless* (*Wls*) in a subset of cortical progenitors with *Gfap-Cre*. Other cells in the *Wls^fl/-^;Gfap-Cre* hippocampus were minimally affected, as determined by single nucleus RNA sequencing. CA3 pyramidal cells, the targets of DGC-derived mossy fibers, exhibited normal morphologies with a small reduction in the numbers of synaptic spines. *Wls^fl/-^;Gfap-Cre* mice have a modest performance decrement in several complex spatial tasks, including active place avoidance. They were also modestly impaired in one simpler spatial task, finding a visible platform in the Morris water maze. These experiments support a role for DGCs in enhancing spatial learning and memory.

## Introduction

The hippocampus plays a central role in memory formation and retrieval. Current evidence indicates that the activities of ensembles of hippocampal neurons represent distinct memory elements as well as the relationships between those elements. In mammals, the hippocampus is comprised of four principal components: the dentate gyrus (DG), and the CA1, CA2, and CA3 subfields. The most prominent circuit for hippocampal information flow is a trisynaptic loop in which (i) stellate cells in the entorhinal cortex send axons to synapse onto dentate granule cells (DGCs; the major class of excitatory output neurons in the DG), (ii) DGCs send their axons, the mossy fibers (MFs), to synapse onto CA3 pyramidal cell dendrites, (iii) CA3 pyramidal cells send their axons, the Schaeffer collaterals, to synapse onto CA1 pyramidal cell dendrites, and (iv) CA1 pyramidal cells send axons to synapse onto pyramidal cells in the entorhinal cortex (Siegelbaum and Kandel, 2013). Additional projections from the entorhinal cortex synapse directly onto hippocampal pyramidal cells.

The function of the DG has been an object of investigation and speculation for more than 50 years (Treves et al., 2008; Hainmueller and Bartos, 2020). Among its many proposed functions, a role for the DG in pattern separation is broadly supported by data from both rodents and humans (Leutgeb et al., 2007; McHugh et al., 2007; Bakker et al., 2008; Nakashiba et al., 2012; Neunuebel and Knierim, 2014; Baker et al., 2016; Berron et al., 2016). These data are consistent with a model in which the DG improves memory discriminations by enhancing the distinction between similar inputs (Ruediger et al., 2011; Sasaki et al., 2018; van Dijk and Fenton, 2018).

Research on DG function has been hampered by the DG’s large size and relative inaccessibility within the brain. These characteristics preclude its surgical ablation without substantial collateral damage. While viral gene transfer and optogenetic methods permit controlled activation or inactivation of subregions of the DG, it is impractical with current viral injection and fiber optic technologies to manipulate the entire DG bilaterally. One partial solution to this challenge is selective pharmacologic ablation of DGCs by local injections of the microtubule depolymerizing drug colchicine (Goldschmidt and Steward, 1980; Walsh et al., 1986). For reasons that are unclear, DGCs are more sensitive to colchicine than are the other major classes of hippocampal neurons. However, the activation of microglia secondary to DGC death (Goldschmidt and Steward, 1982), and the likelihood of sublethal physiologic effects of colchicine on other classes of neurons makes this method less than optimal (reviewed in Xavier and Costa, 2009). Similarly, X-irradiation of the neonatal forebrain reduces DGC number and impairs performance in spatial tasks, but the interpretation of these experiments is complicated by radiation effects on other brain regions (reviewed in Xavier and Costa, 2009). A more recent approach takes advantage of the relative selectivity of a *Proopiomelanocortin* (*Pomc*)-*Cre* transgenic mouse line for DGCs, thereby providing genetic access to these cells with *Cre-Lox* technology (McHugh et al., 2007; Haws et al., 2012; Jones et al., 2016).

The present work describes a new mouse model that can be used to explore the role of the DG in general – and DGCs in particular – in hippocampal function. Our point of departure was the observation that DG development is severely impaired in mouse embryos that are missing the gene coding for LEF1, a transcription factor that dimerizes with beta-catenin to mediate the transcriptional response to canonical Wnt signaling (van Genderen et al., 1994; Galceran et al., 2000). A similar, but milder, phenotype was reported for a knockout in the gene coding for LDL-receptor-related protein (LRP)6, one of two highly homologous co-receptors for canonical Wnt signaling (Zhou et al., 2004). As these mutants do not survive beyond birth (*Lrp6* KO) or weaning (*Lef1* KO), they are not useful for assessing the behavioral consequences of the reduction in DGCs.

Here we describe the developmental and behavioral consequences of reduced canonical Wnt signaling in cortical neuroglial progenitors following *Gfap-Cre*-mediated inactivation of a conditional allele of the *Wls* gene, which codes for the Wnt chaperone protein Wntless (Bänziger et al., 2006; Bartscherer et al., 2006). The resulting mice survive to adulthood and are healthy, but they lack ~90% of DGCs, including nearly all DGCs in the dorsal hippocampus. Other cell types within the hippocampus appear to be largely unaltered as determined by single nucleus RNA sequencing (snRNAseq), immunostaining, and morphometric analyses of CA3 pyramidal cells. Behavioral testing shows that the mutant mice have a modest performance decrement in cognitive tasks involving spatial learning and memory.

## Results

### Highly selective neuroanatomic defects in adult *Wls^fl/-^*;*Gfap-Cre* mice

By comparing littermate *Wls^fl/+^;Gfap-Cre* (phenotypically WT control) and *Wls^fl/-^;Gfap-Cre* (mutant) mice, we observe that eliminating *Wls* in a subset of neural progenitors with *Gfap-Cre* has no effect on viability but is associated with (i) a ~ 25% reduction in body size and weight at early post-weaning ages that decreases to a ~ 5% reduction by six weeks of age and (ii) male infertility. The *Wls^fl/-^;Gfap-Cre* and *Wls^fl/+^;Gfap-Cre* progeny were derived from *Wls^+/-^;Gfap-Cre/Gfap-Cre* male x *Wls^fl/fl^* female parents, the standard genetic cross in all of the experiments that follow.

To explore the neuroanatomic consequences of eliminating *Wls* in a subset of neural progenitors with *Gfap-Cre*, we compared brains from 4- to 5-month-old *Wls^fl/-^;Gfap-Cre* and *Wls^fl/+^;Gfap-Cre* mice by (i) staining coronal sections with DAPI or cresyl violet to visualize cell bodies (Figure 1A;>10 mutant brains analyzed) and (ii) by micro-diffusion tensor imaging (uDTI) to visualize axon tracts (Figure 1B; three mutant brains analyzed). Examination of the principle cortices, tracts, and nuclei revealed only two visible alterations in *Wls^fl/-^;Gfap-Cre* brains: (i) absence of the corpus callosum and (ii) a large reduction in the size of the dentate gyrus (DG). In some *Wls^fl/-^;Gfap-Cre* brains the DG appears to be almost completely missing, whereas, in others, the most ventral (i.e., posterior) region of the hippocampus retains the DG at a reduced size (Figure 1—figure supplement 1).

**Figure 1.**
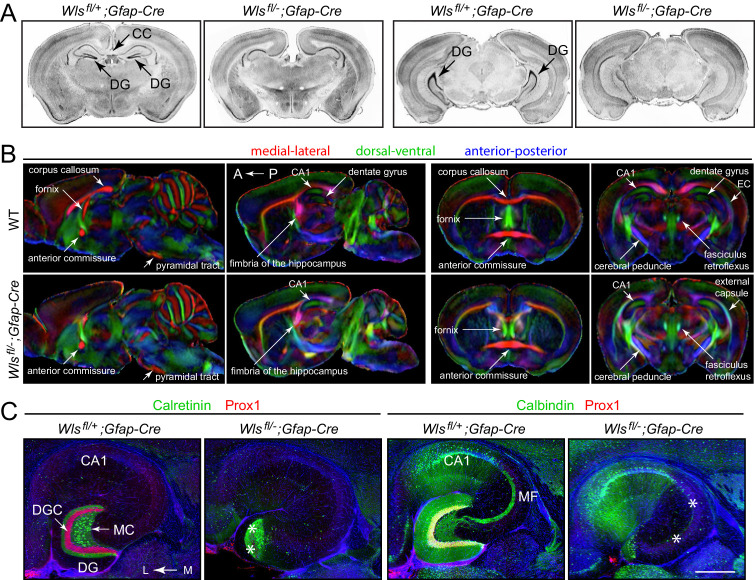
Hypoplasia of the DG and absence of the corpus callosum in adult *Wls^fl/-^;Gfap-Cre* mice. (**A**) Coronal brain sections from adult *Wls^fl/+^;Gfap-Cre* and *Wls^fl/-^;Gfap-Cre* mice at the level of the anterior/dorsal hippocampus (left pair of images) and posterior/ventral hippocampus (right pair of images). Additional coronal sections from these two mice and from a second *Wls^fl/-^;Gfap-Cre* mouse are shown in Figure 1—figure supplement 1. (**B**) μDTI images from 7month-old *Wls^fl/+^;Gfap-Cre* and *Wls^fl/-^;Gfap-Cre* brains. Each image represents an average of three brains of the indicated genotype. Left images, sagittal sections. Right images, coronal sections. (**C**) Horizontal sections through dorsal adult *Wls^fl/+^;Gfap-Cre* and *Wls^fl/-^;Gfap-Cre* hippocampi, immunostained with the indicated antibodies and counterstained with DAPI. Asterisks mark the locations of missing DGCs and mossy fibers. CC, corpus callosum. DG, dentate gyrus. DGC, dentate granule cells. EC, external capsule. MC, mossy cells. MF, mossy fibers. A, anterior. P, posterior. L, lateral. M, medial. Scale bar in C, 500 μm.

**Figure 1—figure supplement 1.**
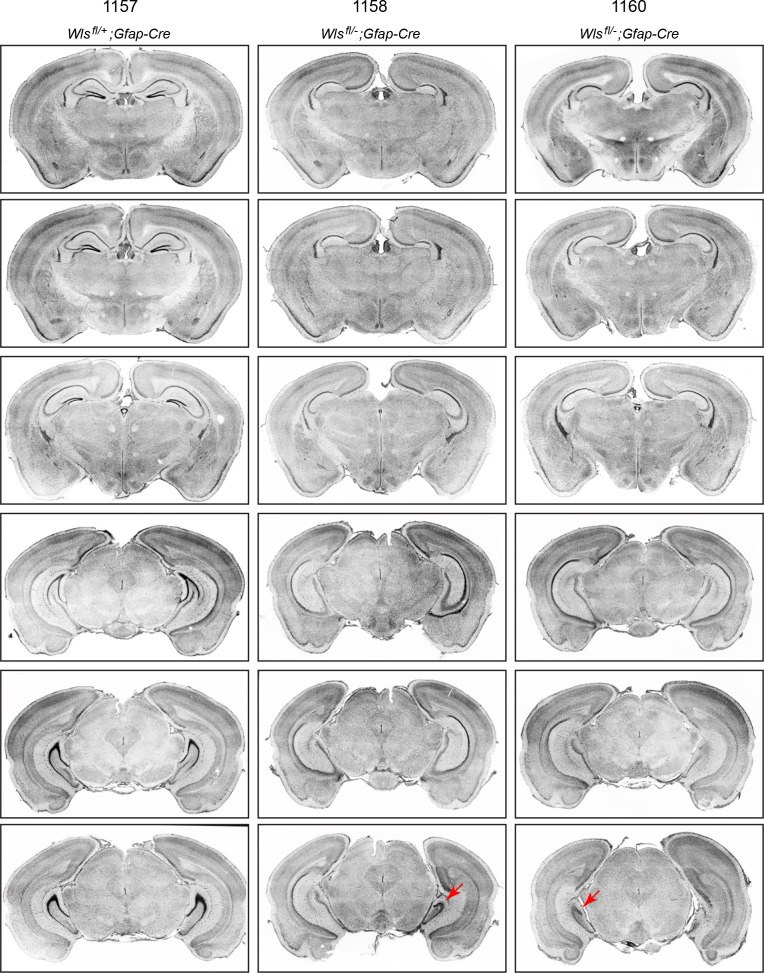
Serial coronal sections of adult *Wls^fl/+^;Gfap-Cre* and *Wls^fl/-^;Gfap-Cre* brains. Sections were stained with DAPI. In the two *Wls^fl/-^;Gfap-Cre* brains, throughout most of the hippocampus the DG is absent, but in the extreme posterior (ventral) hippocampus, the DG is present in brain 1158 on the right side and in brain 1160 on the left side (red arrows in the lowest panels).

Visualizing DG granule cells and mossy cells by immunostaining for Prox1 and calretinin, respectively, showed that DGCs are largely missing from *Wls^fl/-^;Gfap-Cre* brains whereas DG mossy cells are retained (Figure 1C, left). Consistent with this pattern of cell body loss, visualizing mossy fibers, the axons of the DGCs that synapse onto CA3 pyramidal cells, by immunostaining for Calbindin showed a corresponding loss of mossy fibers in *Wls^fl/-^;Gfap-Cre* brains (Figure 1C, right).

### Developmental basis of the *Wntless* conditional mutant phenotype

To explore the origin of the DG phenotype in *Wls^fl/-^;Gfap-Cre* mice, we first mapped the spatiotemporal pattern of *Gfap-Cre* expression using a *R26-LSL-tdT-2A-H2BGFP* reporter in which a *LoxP-stop-LoxP* cassette (*LSL*) blocks expression of two fluorescent reporter proteins, a membrane tdTomato and a H2B-GFP fusion, both of which are under the control of a widely expressed *CAG* promoter at the *Rosa26* locus (Wang et al., 2018). This analysis revealed *Gfap-Cre* expression in the medial and dorsal cerebral cortex by embryonic day (E)14.5, including the cortical hem, an organizing center for hippocampal development that is located at the most medial edge of the developing cortex (Figure 2A; Grove et al., 1998). To assess the spatiotemporal pattern of beta-catenin signaling, we took advantage of the observation that in some tissues, such as CNS endothelial cells, expression of the beta-catenin partner LEF1 (also known as LEF/TCF), is induced by beta-catenin signaling as part of a presumptive positive feedback loop (Wang et al., 2019). Immunostaining for LEF1 shows the highest intensity in the cortical hem with similar levels in both *Wls^fl/-^;Gfap-Cre* and *Wls^fl/+^;Gfap-Cre* brains at E14.5 (Figure 2A, upper panels). However, at E15.5, LEF1 levels in the cortical hem are markedly lower in *Wls^fl/-^;Gfap-Cre* compared to *Wls^fl/+^;Gfap-Cre* brains (Figure 2A, lower panels). Despite the reduced LEF1 level, the cellular architecture of the *Wls^fl/-^;Gfap-Cre* cortex appears normal, including the abundance and locations of Cajal–Retzius cells, which are important for normal DG development (Figure 2—figure supplement 1; Hodge et al., 2013). At E18.5, a time when the mature hippocampal architecture is recognizable, LEF1 accumulation is localized to the region of the future DG in control *Wls^fl/+^;Gfap-Cre* brains (Figure 2B, upper panels), but the analogous territory in *Wls^fl/-^;Gfap-Cre* brains contains fewer cells and shows greatly reduced LEF1 levels (Figure 2B, lower panels).

**Figure 2.**
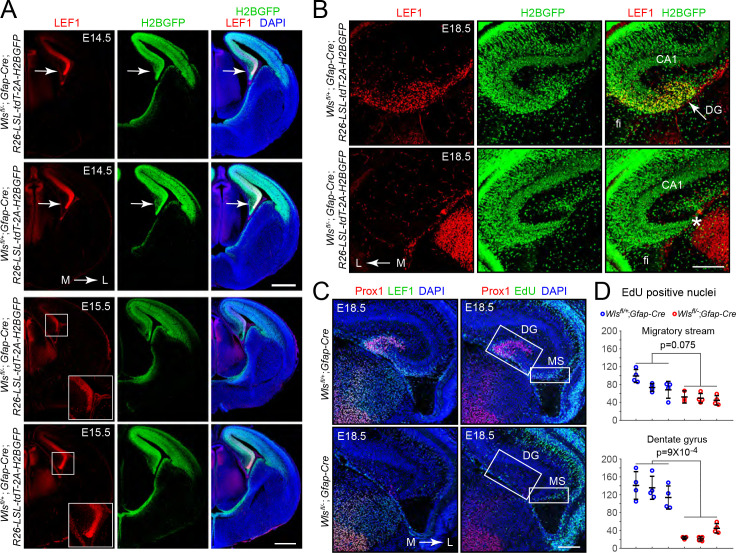
Hypo-proliferation of DG progenitors in *Wls^fl/-^;Gfap-Cre* fetuses. (**A**) Coronal sections of E14.5 brains (upper six images) and E15.5 brains (lower six images) from *Wls^fl/+^;Gfap-Cre;R26-LSL-tdT-2A-H2BGFP* and *Wls^fl/-^;Gfap-Cre;R26-LSL-tdT-2A-H2BGFP* fetuses showing (**i**) the territory of *Gfap-Cre* expression as indicated by the accumulation of the H2B-GFP reporter and (ii) the location and magnitude of beta-catenin signaling as indicated by the accumulation of LEF1. In the E14.5 images, the arrow points to the cortical hem. In the E15.5 images, the cortical hem region is boxed and enlarged at the lower right. (**B**) Coronal section and immunostaining as in (**A**) except at E18.5. Asterisk, location where the DG should be. (**C**) Horizontal sections of E18.5 *Wls^fl/+^;Gfap-Cre* and *Wls^fl/-^;Gfap-Cre* brains with developing DG pyramidal neurons visualized by Prox1 immunostaining, the response to beta-catenin signaling visualized by LEF1 immunostaining, and cell proliferation visualized by EdU labeling following an injection 2 hr prior to sacrifice. MS, migratory stream. (**D**) Quantification of EdU- positive nuclei in the developing migratory stream (upper) and the adjacent DG (lower; identified by Prox1 immunostaining) in E18.5 *Wls^fl/+^;Gfap-Cre* and *Wls^fl/-^;Gfap-Cre* brains. Each data point represents the counts from a confocal Z-plane of 15 μm thickness. Bars show mean ± S.D. Fi, fimbria. L, lateral. M, medial. Scale bar in (**A**), 500 μm. Scale bars in (**B**) and (**D**), 200 μm.

**Figure 2—figure supplement 1.**
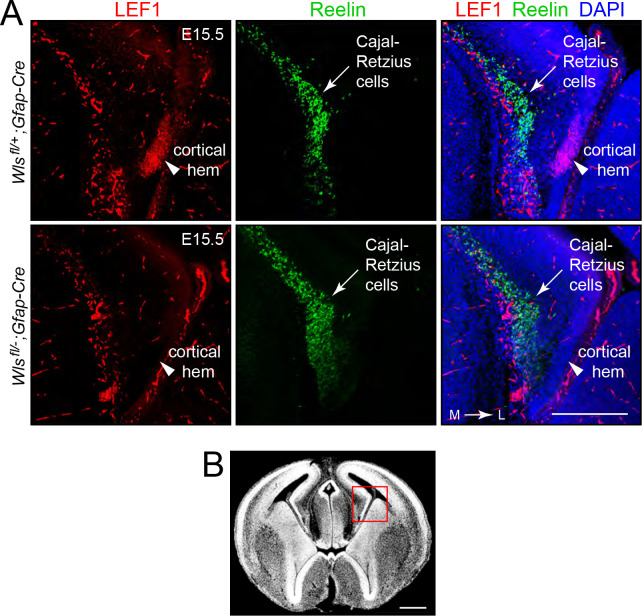
Reduced beta-catenin signaling in DG progenitors in *Wls^fl/-^;Gfap-Cre* fetuses at E15.5. (**A**) Coronal brain sections at E15.5 show that the cortical hem, the cluster of cells that are destined to form the DG, accumulate LEF1 in *Wls^fl/+^;Gfap-Cre* fetuses but not in *Wls^fl/-^;Gfap-Cre* fetuses (arrowheads). The adjacent band of Cajal-Retzius cells (marked by Reelin) is unaffected by genotype. Outside of the cortical hem, LEF1 immunostaining is present in vascular endothelial cells. (**B**) In a coronal brain section at E15.5, the red square shows the location of the images in (**A**). L, lateral. M, medial. Scale bar in (**A**), 250 μm. Scale bar in (**B**), 500 μm.

In many normal developmental contexts, as well as in the context of neoplasia, beta-catenin signaling drives cell proliferation, and therefore one likely explanation for a reduction in DGCs is decreased cell proliferation secondary to reduced beta-catenin signaling in the cortical hem and adjacent medial cortex. In support of this idea, the number of EdU-positive cells in the region that gives rise to the DG, marked by Prox1 immunostaining, was reduced ~5 fold in *Wls^fl/-^;Gfap-Cre* brains compared to *Wls^fl/+^;Gfap-Cre* brains at E18.5 (Figure 2C and D). By contrast, the number of EdU-positive neural progenitors in the adjacent hippocampal migratory stream showed less than a 2-fold difference. Immunostaining for cleaved Caspase-3 showed minimal cell death in both *Wls^fl/-^;Gfap-Cre* and *Wls^fl/+^;Gfap-Cre* brains at E17, E18.5, and P0 (data not shown). We conclude that the nearly complete absence of DGCs in the adult *Wls^fl/-^;Gfap-Cre* brain reflects a failure to produce these cells during development rather than production followed by loss.

### Differentially expressed genes in the *Wntless* conditional mutant hippocampus: bulk RNAseq

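Bulk RNAseq libraries were made from both hippocampi of single 12-week-old mice, with 2 *Wls fl/-;Gfap-Cre* (mutant) and 2 *Wls fl/+;Gfap-Cre* (control) mice and 1 library per mouse. Cre recombinase expressed from the *Gfap* promoter removes the floxed copy of *Wls*, which encodes a protein needed for the secretion of Wnts. The mutant then has no functional copy in the recombined cells, whereas the control keeps 1. The authors aligned the reads to the mm10 mouse genome with RSEM and Bowtie2 and deposited an expected count for each of 46517 genes, in which reads that fit several genes are shared out among them. The expected counts summed to 59786165 and 79576196 in mutant replicates 1 and 2 and to 56002381 and 66684515 in control replicates 1 and 2. For the comparison of genotypes they were rounded to whole numbers, genes with low counts were removed with edgeR's filterByExpr, which left 20687 genes, and the libraries were scaled by the TMM method. The paper's thresholds of FC and FDR were applied to edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The authors used EBSeq for this step, which was not run here. Levels in single libraries are given as CPM, edgeR's counts scaled to a common library size after TMM. An exact two-sided permutation test of 2 mice against 2 cannot give a p below 0.33, and the p-values given come from a model that shares information on the spread between genes.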

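*Wls* lies on chromosome 3 of mm10, from 159839672 to 159938664 on the plus strand. Its transcripts were at 3.67 and 6.86 CPM in the mutant replicates and 13.2 and 13.0 CPM in the control replicates. The log2 fold change was -1.31 (standard error 0.296) with an FDR of 0.117 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With each sample left out in turn the log2 fold change lay between -1.84 and -0.94, on the assumption that the lone sample of a genotype varies like the others. The lowest FDR of *Wls*, 2.2e-04, came with genes of low counts kept, and the highest, 0.554, without control replicate 2, both by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Xist*, which is transcribed from the inactive X chromosome of females, was at 230.1 and 518 CPM in replicate 2 of the mutant and of the control, and at 1.44 and 1.05 CPM in replicate 1. *Ddx3y*, on the Y chromosome, was at 0.352 and 0.343 CPM in replicate 2 and at 54.5 and 58.3 CPM in replicate 1.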

As a first step in assessing changes in cell composition and in patterns of gene expression, we performed RNAseq analysis on dissected hippocampi from 12-week-old male *Wls^fl/-^;Gfap-Cre* and *Wls^fl/+^;Gfap-Cre* mice, with two biological replicates per genotype. Based on analyses performed by the Allen Brain Atlas and the Hipposeq projects (Cembrowski et al., 2016), transcripts specific to CA1, CA2, or CA3 pyramidal neurons, DG mossy cells (MCs), or DGCs were identified, and these are plotted as orange symbols in the scatterplots in Figure 3A. The RNAseq data revealed 60 transcripts with reduced abundance in the *Wls^fl/-^;Gfap-Cre* hippocampus that met the criteria of fold change (FC) >3 and false discovery rate (FDR) < 0.05. 

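By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 41 genes were lower in the mutant with FC >3 and FDR below 0.05. With no adjustment, 139 genes had p below 0.05 and FC >3. DESeq2 called 54 genes lower, of which 37 were among those called by edgeR. The count moved most when 1 sample was left out. It was 147 without mutant replicate 1 and 79 without mutant replicate 2. Without control replicate 1 or control replicate 2 it was 0 in edgeR, where 118 and 109 genes had FC >3 at an unadjusted p below 0.05. In simulated counts with the means and library sizes of these samples, the same test recovered 99% of 200 genes changed 6-fold, with 1 false call. The changed genes were drawn from those above a minimum mean count, and every gene was given the same spread. The recovery therefore does not hold for genes of lower counts or for genes that vary more between mice. Among the largest falls were 3 genes with no counts in either mutant library. Taking 3 counts over both mutant libraries as the limit, *Gm4353* was at least 86.0-fold lower in the mutant, *Gm26735* at least 54.7-fold and *Mpc1-ps* at least 29.9-fold. *Gm7658* and *Gm11226* followed, with log2 fold changes of -3.99 and -3.90. *Mpc1-ps*, *Gm7658* and *Gm11226* are annotated as processed pseudogenes, which can share reads with the genes they were copied from, and their counts are uncertain.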

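Each transcript lower in the mutant by edgeR was assigned to the cell type in which it had the highest CPM in the control nuclei of the snRNAseq data described below. DGCs were the highest type for 28 transcripts, and for 16 of these the level in DGCs was more than 2 times that in the next type. Microglia were the highest type for 3 transcripts, and oligodendrocyte precursors (OPC), excitatory neurons, inhibitory neurons and oligodendrocytes for 1 each. The transcript of inhibitory neurons was *Slc22a6*, which is also in the list of meninges transcripts. The deposited inhibitory type includes clusters whose leading genes go against that name. Another 3 transcripts were below 1 CPM in every type, and 3 were not listed in the table of nuclei. *Dsp*, on chromosome 13 from 38151294 to 38198577, fell from 100.4 and 103 CPM in the control replicates to 8.43 and 13.7 CPM in the mutant replicates. Its log2 fold change was -3.19 (standard error 0.226, FDR 0.0185 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Prox1*, on chromosome 1 from 190118035 to 190170714, encodes a transcription factor of DGCs. It was at 32.4 and 18.8 CPM in the mutant replicates and 165 and 174 CPM in the control replicates, a log2 fold change of -2.73 (standard error 0.255, FDR 0.0244 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without control replicate 1 or control replicate 2, the FDR of *Prox1* was 0.167 and 0.234 and that of *Dsp* 0.111 and 0.204, in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Over the alternatives in edgeR, limma or DESeq2 with Benjamini-Hochberg adjustment, the FDR lay in the range of 1.2e-11 to 0.234 for *Prox1* and of 7.0e-18 to 0.204 for *Dsp*. The log2 fold change of *Prox1* stayed between -3.17 and -2.40 with any sample left out.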

Strikingly, 55 of the 60 transcripts are specifically expressed or substantially enriched in DGCs (Figure 3A). Three of the 60 transcripts are expressed specifically in other hippocampal cell types (*Mafa*, expressed in CA3 pyramidal cells; *Gal*, expressed in the mossy cells of the dentate hilus; and *Dsc3* expressed in excitatory neurons), and the two additional non-DG transcripts were barely detectable using snRNAseq (described below), and therefore their cell-type specificity is unclear. 

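None of these 3 transcripts passed the FDR threshold in edgeR. *Mafa*, on chromosome 15 from 75745490 to 75748228, was at 0.476 and 0.214 CPM in the mutant replicates and 1.01 and 1.21 CPM in the control replicates. Its log2 fold change was -1.71 (standard error 0.448, FDR 0.147 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Gal*, on chromosome 19 from 3409915 to 3414544, was at 0.323 and 0.151 CPM in the mutant replicates and 0.744 and 0.477 CPM in the control replicates. The log2 fold change of *Gal* was -1.38 (standard error 0.527, FDR 0.252 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Dsc3*, on chromosome 18 from 19960930 to 20002351, was at 0.697 and 0.415 CPM in the mutant replicates and 2.07 and 1.91 CPM in the control replicates. For *Dsc3* the log2 fold change was -1.85 (standard error 0.319, FDR 0.0772 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For each of the 3, both mutant samples were lower than both control samples. With genes of low counts kept, the FDR of *Dsc3* was 5.7e-04 and that of *Mafa* 0.0117 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the lowest over the unpaired alternatives, and the highest were 0.451 and 0.672. The FDR of *Gal* was above 0.05 in each alternative that gave one. DESeq2 gave no adjusted p for *Mafa* or *Gal*.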

Nine additional transcripts with significantly reduced abundance in the *Wls^fl/-^;Gfap-Cre* hippocampus that met the FC and FDR criteria, and that had no assigned cell type in the Allen Brain Atlas or Hipposeq data sets, were subsequently found to be enriched in DGCs by snRNAseq (Figure 3A; blue dots in the right-most plot).

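Among transcripts lower in the mutant, the ratio of the CPM in control DGC nuclei to that in the next highest type was 14.4 for *Dsp*, 9.96 for *Lgr6*, 8.53 for *Plk5*, 7.50 for *Fst*, 4.55 for *Slc26a10* and 4.00 for *Fam163b*. It was 1.45 for *C1ql2* and 1.42 for *Prox1*. *Npnt*, *Plekha2* and *Ipcef1*, the last chosen after its values were seen, were highest in microglia, by ratios of 1.43, 1.07 and 3.53. *Plk5*, on chromosome 10 from 80356459 to 80365489, fell from 22.7 and 20.4 CPM in the control replicates to 2.99 and 3.09 CPM in the mutant replicates. Its log2 fold change was -2.82 (standard error 0.119, FDR 0.00724 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Lgr6*, on chromosome 1 from 134983301 to 135105276, had a log2 fold change of -3.24 (standard error 0.336, FDR 0.0282 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without control replicate 1 or control replicate 2 the FDR of *Plk5* was 0.111 and 0.125, and that of *Lgr6* 0.189 and 0.234, in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The values without control replicate 2 were the highest over the unpaired alternatives, and the lowest were 2.2e-62 for *Plk5* in DESeq2 and 3.3e-10 for *Lgr6* in edgeR with genes of low counts kept.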

**Figure 3.**
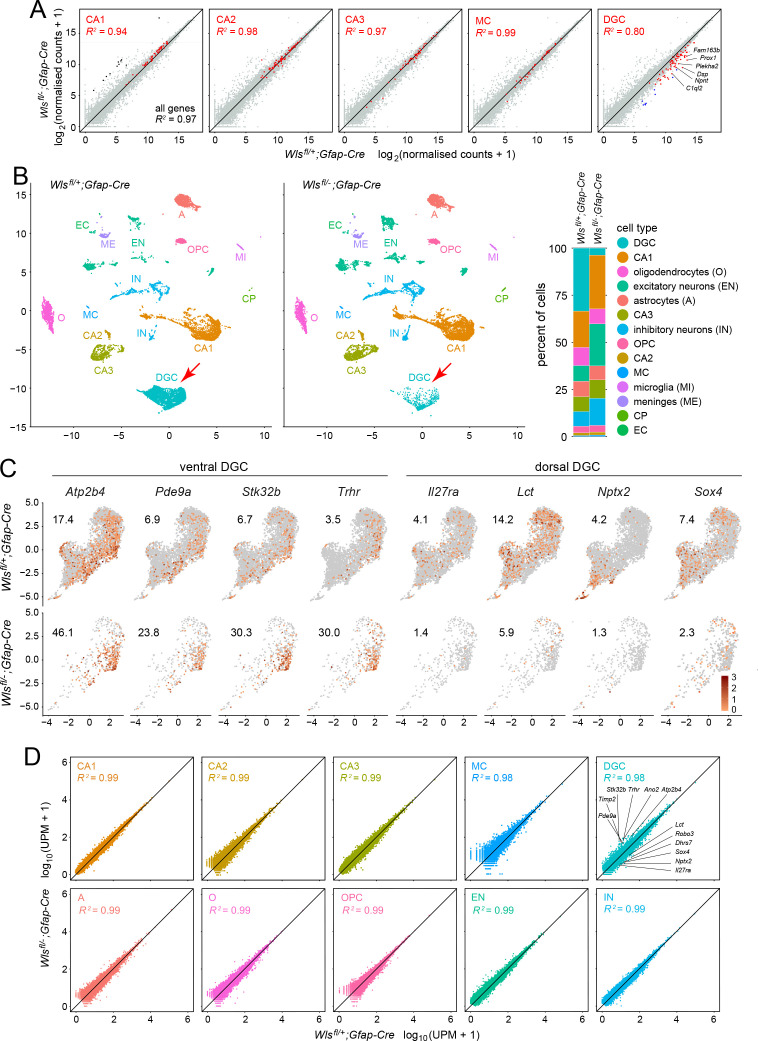
Bulk RNAseq and snRNAseq show loss of granule cells in the dorsal DG, with little change in other hippocampal cell types. (**A**) Scatterplots of normalized read counts from bulk RNAseq from ~12 week old *Wls^fl/+^;Gfap-Cre* and *Wls^fl/-^;Gfap-Cre* hippocampi. Gray symbols represent all transcripts. Red symbols represent transcripts previously reported to be enriched in each of the five indicated cell types (from left to right): CA1 pyramidal cells, CA2 pyramidal cells, CA3 pyramidal cells, mossy cells (MC), and dentate granule cells (DGC). Black symbols in the left-most scatter plot represent transcripts enriched in choroid plexus. Blue symbols in the right-most scatter plot represent transcripts enriched in DGCs based on the snRNAseq analysis reported here. In the CA2 scatter plot, the lone red data point that is well above the 45-degree line is expressed in both CA2 pyramidal neurons and the choroid plexus. By snRNAseq, its expression in CA2 pyramidal neurons is unaffected by genotype. (**B**) UMAP plot of cell clusters from snRNAseq of ~12 week old *Wls^fl/+^;Gfap-Cre* and *Wls^fl/-^;Gfap-Cre* hippocampi. Red arrow, DGC cluster. Right, percentile plots of the major hippocampal cell types in control and mutant snRNAseq datasets. (**C**) DGC-only UMAP plots showing normalized read counts for transcripts enriched in the ventral DG (left) and the dorsal DG (right) in *Wls^fl/-^;Gfap-Cre* vs. *Wls^fl/+^;Gfap-Cre* hippocampi. Numbers associated with each UMAP plot indicate the percentage of cells expressing the indicated gene.(**D**) Scatter plots comparing *Wls^fl/-^;Gfap-Cre* vs. *Wls^fl/+^;Gfap-Cre* transcripts for the ten most abundant hippocampal cell types. For each of the ten clusters, read counts were pooled and normalized. For the DGC cluster (upper right), the twelve transcripts shown in Figure 3—figure supplement 2 are identified on the scatter plot: six transcripts are enriched in the ventral DG and reside above the 45-degree line, and six transcripts are enriched in the dorsal DG and reside below the 45-degree line.

**Figure 3—figure supplement 1.**
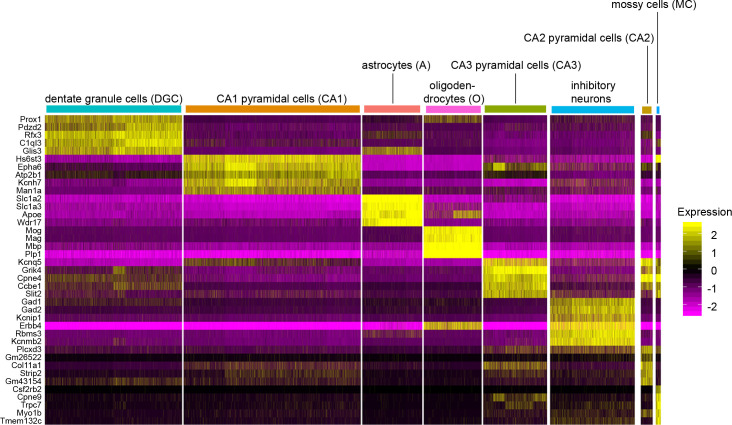
Hippocampal cell-type clustering based on transcript abundances. For eight of the most abundant hippocampal cell subtype (horizontal axis), the heatmap shows the normalized expression of 39 transcripts (vertical axis) in each cell. Among the eight cell types shown, CA2 and CA3 pyramidal cells are the most similar in the pattern of gene expression, and this is reflected in the close juxtaposition of their respective clusters in the UMAP plots in Figure 3B. Cell-type-specific read counts were derived from the sum of *Wls^fl/-^;Gfap-Cre* and *Wls^fl/+^;Gfap-Cre* snRNAseq data sets.

**Figure 3—figure supplement 2.**
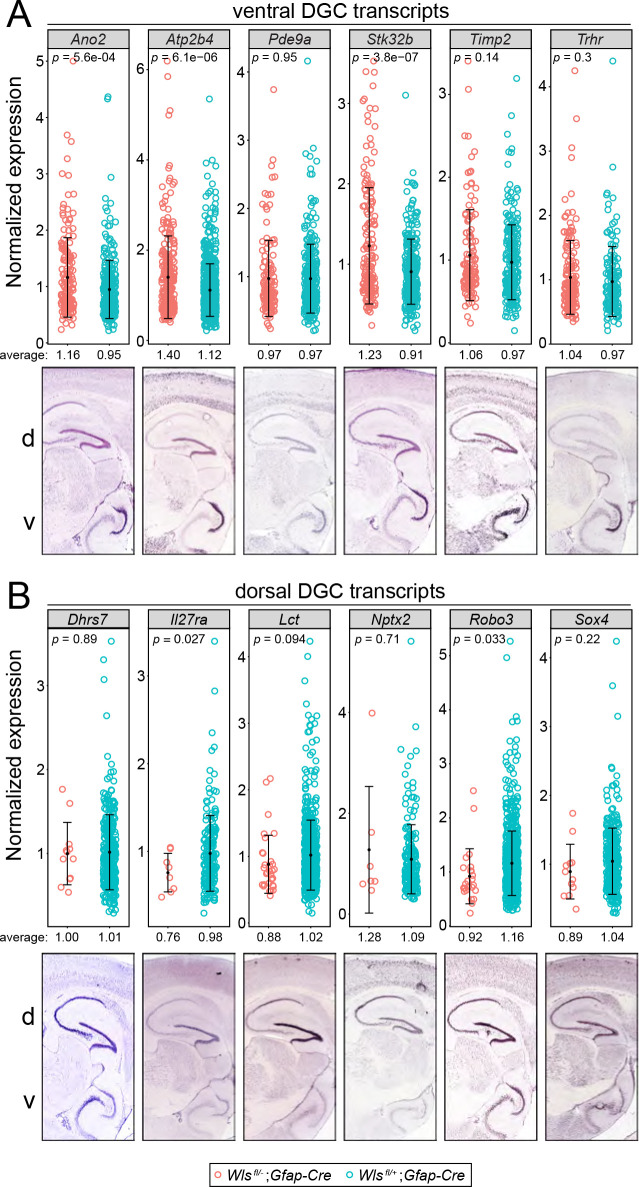
Comparisons of normalized snRNAseq read counts for DGC transcripts enriched in the ventral DG or the dorsal DG in *Wls^fl/-^;Gfap-Cre* vs.*Wls^fl/+^;Gfap-Cre* hippocampi. (**A**) Six DGC transcripts enriched in the ventral DG. (**B**) Six DGC transcripts enriched in the dorsal DG. For each transcript, the lower panel shows in situ hybridization to a parasagittal section of adult mouse brain. The dorsal (d; equivalent to anterior) region of the hippocampus is at the top and the ventral (v; equivalent to posterior) region of the hippocampus is at the bottom. The upper panels in A and B show the normalized read counts in the *Wls^fl/-^;Gfap-Cre* and *Wls^fl/+^;Gfap-Cre* snRNAseq data sets for every DGC that had one or more reads for the indicated transcript. For both ventral-enriched and dorsal-enriched transcripts, the normalized expression levels were similar between the two genotypes. For dorsal DG (**B**), the number of DGCs was greatly reduced in the *Wls^fl/-^;Gfap-Cre* data set. The low p-values for some of the *Wls^fl/-^;Gfap-Cre* vs. *Wls^fl/+^;Gfap-Cre* comparisons reflect the large numbers of cells being compared. Error bars, mean +/- SD.

**Figure 3—figure supplement 3.**
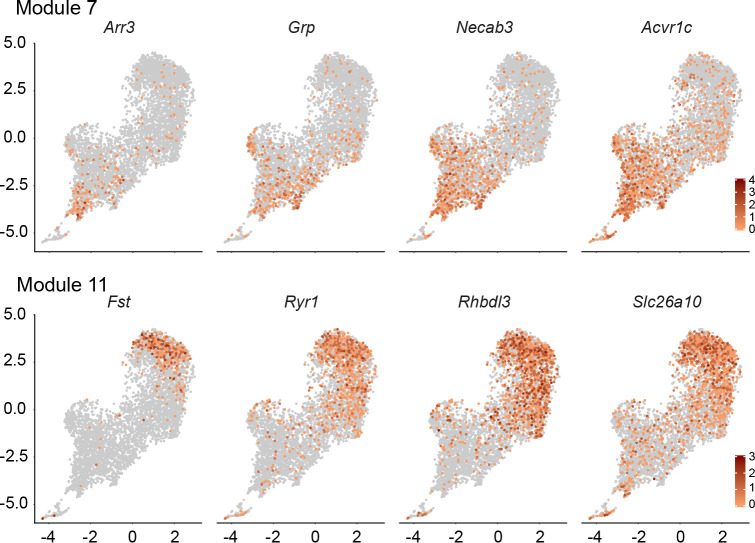
An additional dimension of DGC subclusters in the DGC-only UMAP cluster. For each transcript, the UMAP plot for *Wls^fl/+^;Gfap-Cre* DGCs (Figure 3C) is shown with transcript abundances color-coded in red. Shown are four transcripts that are enriched in module 7 (upper) and four transcripts that are enriched in module 11 (lower).

**Figure 3—figure supplement 4.**
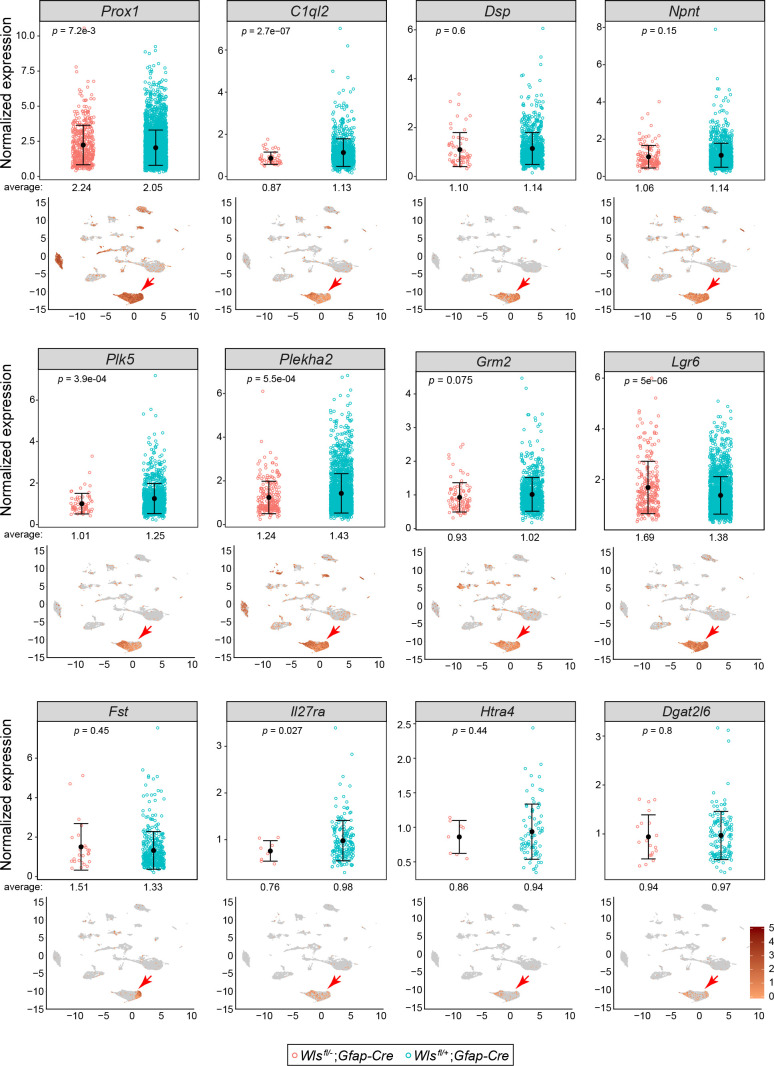
Comparisons of normalized snRNAseq read counts for twelve transcripts in DGCs of *Wls^fl/-^;Gfap-Cre* vs.*Wls^fl/+^;Gfap-Cre* hippocampi. For each transcript, the lower panel shows the WT control UMAP plot from Figure 3B with transcript abundances color-coded in red. In each plot, a red arrow points to the DGC cluster. The upper panels show the normalized read counts in the *Wls^fl/-^;Gfap-Cre* and *Wls^fl/+^;Gfap-Cre* snRNAseq data sets for every DGC that had one or more reads for the indicated transcript. For all 12 transcripts, the normalized expression levels were similar between the two genotypes. The mean abundances of transcripts and the locations of expressing cells within the DGC cluster vary. For example, DGCs expressing *C1ql2*, *Plk5*, and *Htra4* cluster toward the left side of the DGC cluster, whereas DGCs expressing *Fst* cluster toward the right side of the DGC cluster. Error bars, mean +/- SD.

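In the control samples, nuclei with a UMI of *Fst* and nuclei with a UMI of *C1ql2*, *Plk5* or *Htra4* overlapped less than the separate frequencies of these transcripts would give. Odds ratios of finding both transcripts of a pair in 1 nucleus were computed within 5 strata of UMIs per nucleus, so that deeper nuclei do not create an overlap. The median over the 3 pairs was 0.212 among the 2336 DGC nuclei of control replicate 1 and 0.343 among the 2007 of control replicate 2. In both samples all 3 pairs lay below 1, with highest values of 0.341 and 0.538. The paper names these transcripts for their places in the map of the same DGC nuclei, so the overlap restates that pattern and does not test it.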

The bulk RNAseq analysis also revealed 34 transcripts that met the FC and FDR criteria for increased abundance in the *Wls^fl/-^;Gfap-Cre* hippocampus. 

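Genes higher in the mutant with FC >3 and FDR below 0.05 numbered 4 in edgeR, while 171 had FC >3 at an unadjusted p below 0.05. DESeq2 called 66 genes higher, of which 1 was among those called by edgeR. Leaving out mutant replicate 1 raised the number to 248 and leaving out mutant replicate 2 to 75. Without control replicate 1 or control replicate 2 the calls of edgeR were lost. With the replicate number added to the model as a block, edgeR called 2 genes higher, and 0 of these were among the 4. *Dynlrb2*, on chromosome 8 from 116504974 to 116515915, rose from 0.797 and 0.536 CPM in the control replicates to 2.63 and 2.82 CPM in the mutant replicates. Its log2 fold change was 2.04 (standard error 0.266, FDR 0.0456 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the replicate number as a block the FDR of *Dynlrb2* was 0.0811 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Its log2 fold change was 2.34 without control replicate 1 and 1.77 without control replicate 2.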

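A list of 18 choroid plexus transcripts, drawn up in advance, had a median level of 5.65 and 43.0 CPM in mutant replicates 1 and 2 and of 2.00 and 1.01 CPM in control replicates 1 and 2. All of them were higher in the mutant, with a median log2 fold change of 4.29. At FC >3 and FDR below 0.05 in edgeR, 0 of them passed when p was adjusted over all genes tested, and 17 when it was adjusted over the list alone. At an unadjusted p below 0.05, 17 of them had FC >3, and DESeq2 called 15. The camera test of the list, with a preset correlation between genes of 0.01, gave an adjusted p of 5.6e-14 over the 7 fixed lists, and fry, which estimates the correlation, gave 0.434. The mutant libraries differed from each other by a median ratio of 7.25 over the list, and the control libraries by 1.84. *Ttr*, on chromosome 18 from 20665280 to 20674321, was at 635 and 4963 CPM in the mutant replicates and 84.8 and 31.8 CPM in the control replicates. *Ttr* had a log2 fold change of 5.59 (standard error 1.16, FDR 0.103 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it lay between 3.44 and 6.46 with each sample left out in turn. Choroid plexus nuclei had the highest level of 1 of the genes called higher by edgeR, and of 50 of those called higher by DESeq2.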

Twenty-seven of these transcripts are specifically expressed in the choroid plexus (black dots; Figure 3A, left panel), and, therefore, their presence likely indicates choroid plexus contamination in the *Wls^fl/-^;Gfap-Cre* hippocampus samples during dissection. 

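For the other 3 genes called higher in the mutant by edgeR, levels were taken from the nuclei of all samples, mutant and control pooled. *Gm14493* was below 1 CPM there in every type, and *AC161246.1* was not listed in the table of nuclei. *Gm38287* was highest in astrocytes at 4.47 CPM, a ratio of 1.84 to the next type. None of the 3 had a count in either control library of the bulk data. With 3 counts over both control libraries as the limit, *Gm14493* was at least 55.4-fold higher in the mutant, *Gm38287* at least 48.8-fold and *AC161246.1* at least 33.9-fold. *Gm14493* and *Gm38287* are annotated as antisense transcripts. The libraries were made with a directional kit, but the paper's text does not state whether the counting used the strand, and reads of the genes they overlap cannot be excluded.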

The remaining seven transcripts showed little or no signal in the snRNAseq data, and therefore their cell-type specificity is unclear.

Close inspection of the scatterplots in Figure 3A shows that cell-type-specific transcripts for mossy cells and CA1, CA2, and CA3 pyramidal cells reside, on average, just above the 45-degree line, whereas the cell-type-specific transcripts for DGs reside, on average, substantially below the 45-degree line. These data are consistent with a substantial reduction in the number of DGs in the *Wls^fl/-^;Gfap-Cre* hippocampus and a resulting small increase in the relative representation of all other cell types, but with little or no change in the patterns of gene expression.

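Sets of transcripts enriched in each cell type were taken from the control nuclei of the snRNAseq data, as the 30 genes with the highest ratio of CPM in that type to the highest CPM in any other type, among genes with at least 50 CPM in that type. The median log2 fold change of the DGC set in the bulk data was -0.94, with 28 of 30 genes lower in the mutant (camera adjusted p = 1.9e-40, fry adjusted p = 0.00611). With 15 genes in the DGC set the median was -1.62, the alternative that moved it most. The CA1 set had a median of 0.38, with 28 of 30 genes higher in the mutant (camera adjusted p = 4.0e-12, fry adjusted p = 0.220). The median of the CA2 set was 0.15 and its mean -0.14, with 20 of 30 genes higher in the mutant (camera adjusted p = 0.0122, fry adjusted p = 0.208). For CA3 pyramidal cells fewer than 10 genes had a ratio above 2, and the set was held to these 7, with a median of 0.024 and 6 of them higher (camera adjusted p = 0.326, fry adjusted p = 0.208). The mossy cell set had a median of -0.049 and a mean of 0.0087, with 18 of 30 genes lower in the mutant (camera adjusted p = 0.915, fry adjusted p = 0.806). The p-values of each test were adjusted over the 11 cell type sets. Of the sets past 0.05 in camera, the DGC set alone also passed it in fry, and without mutant replicate 1 or mutant replicate 2 its fry adjusted p was 0.309 and 0.283.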

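The inhibitory neuron set had a median log2 fold change of 0.30, with 25 of 30 genes higher in the mutant (camera adjusted p = 3.3e-05, fry adjusted p = 0.208). The oligodendrocyte set had a median of 0.30, with 29 of 30 genes higher in the mutant (camera adjusted p = 2.8e-04, fry adjusted p = 0.613). Without mutant replicate 1 the median of the oligodendrocyte set was 0.057 (camera adjusted p = 0.399). The median was 0.092 for astrocytes, 0.089 for the other excitatory neurons, 0.057 for microglia and -0.024 for OPC, with a camera adjusted p of 0.326, 0.915, 0.924 and 0.915. The mean was -0.020 for the excitatory neuron set and -0.018 for the microglia set, opposite in sign to their medians. From the position of the DGC transcripts below the 45-degree line and of the others on average just above it, the paper proposes that DGCs are reduced in number and that the other cell types are thereby slightly more represented, with little or no change in their patterns of gene expression.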

### Differentially expressed genes in the *Wntless* conditional mutant hippocampus: snRNAseq

Cell-type-specific changes in the transcriptome can be difficult to detect using whole-tissue RNAseq, especially in tissues like the hippocampus that consist of complex mixtures of cells. Therefore, to more precisely explore transcriptional changes in the *Wls^fl/-^;Gfap-Cre* hippocampus, we performed single nucleus (sn)RNAseq on dissected hippocampi from 12 week old male *Wls^fl/-^;Gfap-Cre* and *Wls^fl/+^;Gfap-Cre* mice using the 10x Genomics Chromium platform with V3 chemistry. 

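For snRNAseq, nuclei were isolated from both hippocampi of single mice, with 2 mutant and 2 control mice, and the number of replicates is 2 per genotype however many nuclei are counted. The authors aligned the reads to a pre-mRNA index of mm10 with Cellranger, in which intronic reads also count, merged the libraries, and clustered the nuclei in Monocle 3 after correction of batch effects. They deposited the count of unique molecular identifiers (UMIs) of each gene in each nucleus, without normalization, with a size factor and a cell type for each nucleus. Total UMIs were 26307081 and 76486132 in mutant replicates 1 and 2 and 38980264 and 61559052 in control replicates 1 and 2. The median nucleus had 4128 and 6772 UMIs in the mutant replicates and 5167 and 7544 in the control replicates, with medians of 2041, 2900, 2469 and 3173 genes in the same order. The fewest UMIs in a nucleus were 1500. The authors' cell types were used as deposited. Scrublet, which finds droplets with more than 1 nucleus, marked 6.68% of the nuclei of mutant replicate 2, 2.49% and 3.25% of those of control replicates 1 and 2, and 1 nucleus of mutant replicate 1, where it cannot be taken to have worked. Marked nuclei were kept. Numbers of nuclei per type, and UMIs summed per sample and type, were compared between mice with edgeR.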

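The deposited matrices held 5304 and 10460 nuclei of mutant replicates 1 and 2, or 15764 together, and 6469 and 7192 nuclei of control replicates 1 and 2, or 13661 together. Values pooled over nuclei therefore give mutant replicate 2 a larger weight than mutant replicate 1.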

Transcripts were sequenced from 15,573 nuclei from *Wls^fl/-^;Gfap-Cre* hippocampi and 13,523 nuclei from *Wls^fl/+^;Gfap-Cre* hippocampi. The resulting Uniform Manifold Approximation and Projection (UMAP) clusters correspond to all of the major cell types in the hippocampus (Figure 3B and Figure 3—figure supplement 1). 

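The deposited annotation names 13 cell types, and splits the other excitatory neurons and the inhibitory neurons into 5 clusters each. Among the 10 genes with the highest level in a cluster relative to the others were *Lgr6*, *C1ql3* and *Prox1* in the DGC cluster, *Grik4* in the CA3 cluster, *Pdgfra*, *Vcan* and *Cspg4* in OPC, *Mag*, *Mog* and *Mbp* in oligodendrocytes, and *Csf1r* in microglia. The 10 genes of excitatory cluster 10 held *Wfs1*, a marker of CA1 pyramidal cells, which are excitatory too. They held no marker of the other excitatory neurons, and neither did those of excitatory clusters 8 and 13. With 233 CPM of *Slc17a7* and 8.96 CPM of *Gad1*, cluster 10 does not go against an excitatory label. In other neuron clusters the leading genes went against the name. Inhibitory cluster 14 was led by *Ranbp3l*, *Ptgds*, *Slc6a20a* and *Slc6a13*, and had 25.3 CPM of *Gad1* against 208 in inhibitory cluster 5. Excitatory cluster 19 was led by *Slc47a1*, *Bnc2* and *Adamtsl3*, with 53.0 CPM of *Slc17a7*. Inhibitory cluster 15, led by *Ntng1* and *Qrfpr*, had 8.35 CPM of *Gad1* and 158 CPM of *Slc17a7*. The small cluster named for endothelial cells (EC) was led by *Acta2*, *Myl9* and *Myh11*.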

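Oligodendrocytes made up 1.38% and 10.6% of the nuclei in mutant replicates 1 and 2 and 3.59% and 14.3% in control replicates 1 and 2. In the same order, astrocytes made up 3.15% and 8.98% against 7.59% and 7.93%, OPC 1.68% and 4.24% against 3.37% and 3.25%, and microglia 0.245% and 3.17% against 1.62% and 3.99%. The log2 fold changes of these 4 shares were -0.57, -0.35, -0.16 and -0.71, with standard errors of 1.32, 0.669, 0.616 and 1.39 and an FDR of 0.875 for each by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the 13 types. In each of these 4 types the values of both genotypes overlapped.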

All but one of the UMAP clusters appear nearly identical between *Wls^fl/-^;Gfap-Cre* and *Wls^fl/+^;Gfap-Cre* datasets. 

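The number of DGC nuclei relative to all nuclei of a sample had a log2 fold change of -3.38 between mutant and control (standard error 0.706, unadjusted p = 0.0124, FDR 0.162 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the 13 cell types). TMM scaling of the nuclei numbers gave a log2 fold change of -3.60 with an FDR of 0.0205 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, within a range of 0.0205 to 0.775 over the unpaired alternatives. With each sample left out in turn, the alternative that moved it most, the log2 fold change lay between -4.24 and -2.85.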

The exception is the DGC cluster, which shows a significant reduction in cell number in the *Wls^fl/-^;Gfap-Cre* sample (red arrows in Figure 3B), consistent with the histologic and the whole-tissue RNAseq data (Figure 1—figure supplement 1, and Figure 3A).

As summarized in the percentile plot in Figure 3B, DGCs comprise 32% of the *Wls^fl/+^;Gfap-Cre* nuclei (4306 of 13,523) but only 3.5% of the *Wls^fl/-^;Gfap-Cre* nuclei (548 of 15,573). 

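In single samples, DGCs made up 1.7% of the nuclei of mutant replicate 1 (90 nuclei, exact 95% binomial interval 1.37% to 2.08%) and 4.43% of mutant replicate 2 (463 nuclei, 4.04% to 4.84%). They made up 36.1% of control replicate 1 (2336 nuclei, 34.9% to 37.3%) and 27.9% of control replicate 2 (2007 nuclei, 26.9% to 29.0%). The intervals cover counting error only, and the difference between mice of one genotype exceeds them. Both mutant samples lay below both control samples. Pooled over nuclei, the share was 3.51% in the mutant (553 nuclei) and 31.8% in the control (4343 nuclei).

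**Figure D1:**
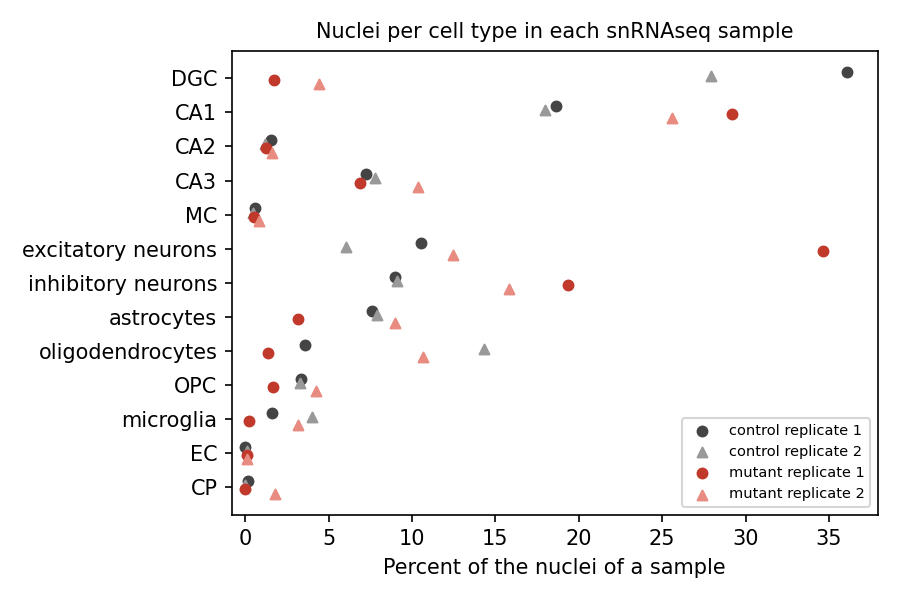
Percent of the nuclei of each snRNAseq sample (horizontal axis) that belong to each of the 13 cell types of the deposited annotation (vertical axis), with 1 marker per sample, red for mutant, grey for control, circles for replicate 1 and triangles for replicate 2. DGCs lie at 1.7% and 4.43% in the mutant samples and at 36.1% and 27.9% in the control samples, and excitatory neurons at 34.6% and 12.4% in the mutant samples.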

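Inhibitory neurons made up 19.4% and 15.8% of the nuclei in mutant replicates 1 and 2 and 9.00% and 9.12% in control replicates 1 and 2. The log2 fold change was 0.96 (standard error 0.380, unadjusted p = 0.0751, FDR 0.488 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The other excitatory neurons made up 34.6% and 12.4% in the mutant and 10.6% and 6.02% in the control. The log2 fold change was 1.51 (standard error 0.741, unadjusted p = 0.123, FDR 0.533 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In both classes each mutant sample was above each control sample. The excitatory share depended on mutant replicate 1. Without it the log2 fold change was 0.59, and without mutant replicate 2 it was 2.06.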

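Because genes of inhibitory clusters 14 and 15 and of excitatory cluster 19 go against their names, the clusters are also given by number. Inhibitory cluster 5 held 12.4% and 9.31% of the nuclei of mutant replicates 1 and 2 and 5.89% and 5.49% of those of control replicates 1 and 2. In the same order, inhibitory cluster 12 held 2.06% and 2.45% against 1.25% and 1.57%, cluster 18 held 0.980% and 0.717% against 0.356% and 0.334%, cluster 15 held 2.70% and 0.975% against 0.232% and 0.0139%, and cluster 14 held 1.21% and 2.39% against 1.27% and 1.71%. Excitatory cluster 7 held 14.2% and 3.37% against 5.04% and 2.71%, and cluster 8 held 11.0% and 3.53% against 2.50% and 1.27%. Excitatory cluster 10 held 5.39% and 3.52% against 1.14% and 0.556%, cluster 13 held 3.73% and 1.42% against 1.36% and 1.22%, and cluster 19 held 0.358% and 0.612% against 0.510% and 0.264%. Both mutant samples lay above both control samples in inhibitory clusters 5, 12, 15 and 18 and in excitatory clusters 8, 10 and 13, an order that 2 samples against 2 can give by chance with an exact two-sided permutation p of 0.33 for each cluster.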

All other neuronal cell types show increased cell numbers in the *Wls^fl/-^;Gfap-Cre* data set, with the greatest increases seen for (1) inhibitory neurons, which comprise 9% of the *Wls^fl/+^;Gfap-Cre* nuclei and 15.5% of the *Wls^fl/-^;Gfap-Cre* nuclei, and (2) excitatory neurons other than the CA1, CA2, CA3 pyramidal cells, which comprise 8% of the *Wls^fl/+^;Gfap-Cre* nuclei and 21% of the *Wls^fl/-^;Gfap-Cre* nuclei. Part of the increase in the abundance of non-DGCs in the *Wls^fl/-^;Gfap-Cre* sample arises from the reduction in the abundance of DGCs, an effect that should produce a 1.3-fold increase in relative abundance for all non-DGCs. 

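From the deposited annotation, the pooled share of non-DGC nuclei was 1.41 times as high in the mutant as in the control. Pooled CA1 nuclei made up 26.8% of all nuclei in the mutant and 18.3% in the control, CA3 nuclei 9.20% and 7.50%, CA2 nuclei 1.47% and 1.35%, and mossy cells 0.736% and 0.512%.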

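With DGC nuclei left out of the total, the log2 fold change between mutant and control was 0.96 for the other excitatory neurons (standard error 0.765), 0.44 for inhibitory neurons (standard error 0.415) and 0.060 for CA1 pyramidal cells (standard error 0.412). It was -0.47 for CA2 pyramidal cells, -0.30 for CA3 pyramidal cells and -0.12 for mossy cells, opposite in sign to the changes over all nuclei. The lowest FDR among the types was 0.726 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The number of other excitatory neuron nuclei per CA1 nucleus was 1.19 and 0.486 in mutant replicates 1 and 2 and 0.566 and 0.335 in control replicates 1 and 2, and the genotypes overlapped.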

Abundance changes differing from 1.3-fold might arise, at least in part, from variation between experiments in the yield of different classes of nuclei. More interesting is the possibility that, reduced beta-catenin signaling in the developing *Wls^fl/-^;Gfap-Cre* hippocampus either directly or indirectly increases the numbers of inhibitory neurons and non-pyramidal excitatory neurons. As an example of an indirect mechanism, the production or survival of these neurons might be enhanced by a reduction in DGCs. Whatever the mechanism(s) responsible for the greater numbers of inhibitory neurons and non-pyramidal excitatory neurons in the *Wls^fl/-^;Gfap-Cre* hippocampus, the snRNAseq data indicate that their intrinsic transcriptional programs are very similar in mutant and control hippocampi.

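In UMIs summed per sample over all inhibitory neurons, 3 of 15557 genes passed FC >2 and FDR below 0.05 in edgeR. DESeq2 called 57, and leaving out control replicate 2 moved the count most, to 265. *Ptgds* and *Ubb* were lower in the mutant, with log2 fold changes of -1.98 (FDR 0.0166) and -1.53 (FDR 0.0321), and *Sv2b* was higher, with 1.76 (FDR 0.0166), all by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Ptgds* is a leading gene of inhibitory cluster 14, and its sum depends on the share of that cluster. *Ubb* was lower in the mutant in every cell type tested, so its fall is not particular to inhibitory neurons. Over the other excitatory neurons 0 of 14991 genes passed in edgeR, while 398 had FC >2 at an unadjusted p below 0.05 and DESeq2 called 36. Same-numbered samples deviated together from the mean of their genotype, with correlations of 0.522 in inhibitory and 0.520 in the other excitatory neurons. With the replicate number as a block edgeR called 246 and 207 genes in the same order. Tested by number, inhibitory cluster 12 had 7 genes past both thresholds, excitatory cluster 10 had 5 and inhibitory cluster 5 had 1. Excitatory clusters 7, 8, 13 and 19 and inhibitory clusters 14 and 18 had 0 in edgeR, with 172, 313, 215, 170, 238 and 102 genes at an unadjusted p below 0.05 and FC >2. These tests by cluster were chosen after seeing the data and were run in edgeR alone. *Wls* was lower in inhibitory cluster 12, with a log2 fold change of -2.78 (FDR 5.5e-04 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).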

### Anatomic and transcriptome diversity among granule cells

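In UMIs summed per sample over DGC nuclei, 124 of 15003 genes were higher in the mutant and 96 lower at FC >2 and FDR below 0.05 in edgeR. With all samples kept this was more than in any other cell type. DESeq2 called 165. DGCs did not keep this rank in edgeR without mutant replicate 1, mutant replicate 2 or control replicate 2. Without mutant replicate 1 the number of changed genes was 16, and without mutant replicate 2 it was 0 in edgeR, with 1166 genes at an unadjusted p below 0.05 and FC >2. It was 305 without control replicate 1 and 571 without control replicate 2. *Trhr*, on chromosome 15 from 44196135 to 44235912, rose from 6.67 and 7.48 CPM in the control replicates to 59.8 and 57.9 CPM in the mutant replicates. Its log2 fold change was 3.04 (standard error 0.219, FDR 0.00164 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The FDR of *Trhr* was 0.290 without mutant replicate 2, in a range of 2.0e-26 to 0.290 over the unpaired alternatives, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment or in DESeq2. Of the other transcripts with a ventral pattern named in the paper, *Ano2*, *Stk32b*, *Timp2*, *Pde9a* and *Atp2b4* had log2 fold changes of 2.31, 2.29, 1.85, 1.64 and 1.59, all with an FDR below 0.05 in that test. Of those with a dorsal pattern, *Robo3*, *Sox4*, *Dhrs7* and *Lct* fell by 2.28, 1.92, 1.87 and 1.43 on the log2 scale with an FDR below 0.05, and *Il27ra* and *Nptx2* fell by 1.74 and 1.64 with an FDR of 0.149 and 0.0975 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The largest rises were those of *Gm29683*, *Gm28258*, *A730049H05Rik*, *Lmx1a* and *Trhr*, and the largest falls those of *Cebpb*, *Robo3*, *Clmp*, *Itm2b* and *Sox4*.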

DGC nuclei in the control and mutant snRNAseq data sets differ not only in abundance, but also in their locations within the DGC cluster in the UMAP plot, with *Wls^fl/-^;Gfap-Cre* nuclei mainly occupying the lower part of the cluster (Figure 3B). This pattern suggests that the upper and lower parts of the DGC cluster correspond, respectively, to the dorsal (i.e. anterior) hippocampus and the ventral (i.e. posterior) hippocampus. 

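A UMI of *Trhr* was found in 21.1% and 31.7% of the DGC nuclei of mutant replicates 1 and 2, and in 2.70% and 4.53% of those of control replicates 1 and 2. For *Atp2b4* the shares were 30% and 49.2% in the mutant and 14.5% and 20.9% in the control, and for *Stk32b* 14.4% and 33.5% in the mutant and 4.28% and 9.72% in the control. *Pde9a* was found in 7.78% and 27.0% of the mutant nuclei and in 5.65% and 8.57% of the control nuclei, and mutant replicate 1, with 7 of 90 nuclei, was not above both controls. The share with *Lct* was 5.56% and 6.05% in the mutant and 11.0% and 18.0% in the control. For *Sox4* it was 1.11% and 2.59% in the mutant and 5.27% and 9.87% in the control, and for *Nptx2* 1.11% and 1.30% in the mutant and 3.51% and 5.13% in the control. *Il27ra* was found in 0 of 90 nuclei of mutant replicate 1, which allows a share of up to 3.33%, and in 1.73% of mutant replicate 2, against 3.00% and 5.48% in the control. The median DGC nucleus had 4242 and 7126 UMIs in the mutant samples and 4628 and 7688 in the control samples.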

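After each nucleus was thinned to 1500 UMIs, which left out none, the shares of DGC nuclei pooled over the mutant and over the control were 8.50% and 0.737% for *Trhr*, 14.8% and 5.11% for *Atp2b4*, 9.04% and 1.43% for *Stk32b* and 7.23% and 1.80% for *Pde9a*. They were 1.27% and 3.82% for *Lct*, 0.904% and 2.49% for *Sox4*, 0.181% and 1.29% for *Nptx2* and 0% and 1.17% for *Il27ra*, where 0 of 553 mutant nuclei allows up to 0.542%. Oligodendrocytes, which were taken to lack these transcripts without a test of it, had median UMIs of 1732 and 1868 in the mutant samples and 1727 and 2339 in the control samples. Their pooled shares in mutant and control, not thinned, were 0% and 0.397% for *Trhr*, 1.35% and 1.11% for *Atp2b4*, 1.43% and 1.51% for *Stk32b*, 0.338% and 0.159% for *Pde9a*, 0.253% and 0.159% for *Lct*, 0.0844% and 0.397% for *Nptx2* and 0% and 0% for *Il27ra*. For *Sox4* they were 1.77% and 2.30%, and the thinned share in oligodendrocytes, 1.27% and 1.27%, was above that in mutant DGCs, which is therefore at background. The thinned shares of *Stk32b* in control DGCs, 1.43%, and of *Nptx2* in mutant DGCs, 0.181%, also did not exceed both unthinned shares in oligodendrocytes.

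**Figure D2:**
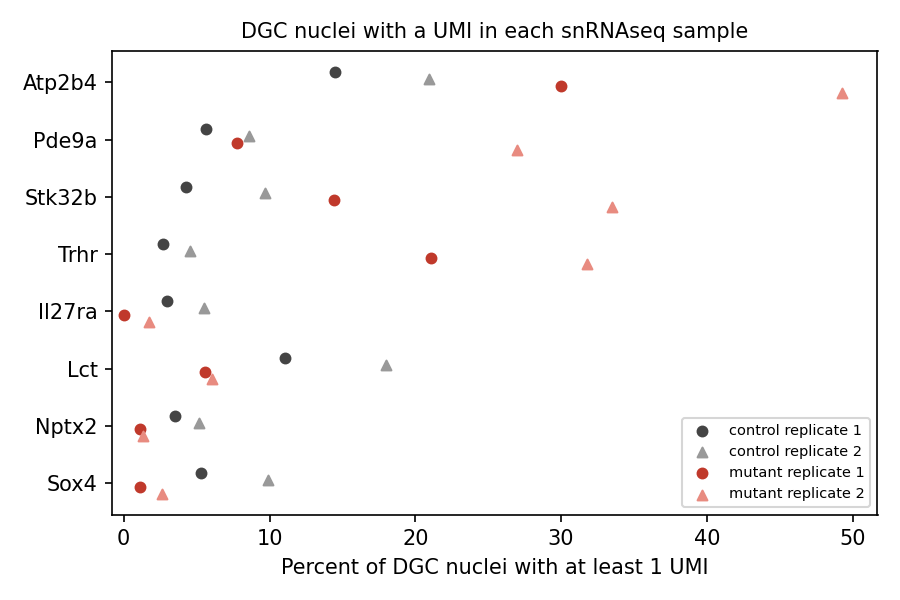
Percent of the DGC nuclei of each snRNAseq sample (horizontal axis) with at least 1 UMI of each of the 8 transcripts of Figure 3C (vertical axis), not thinned, with 1 marker per sample, red for mutant, grey for control, circles for replicate 1 and triangles for replicate 2. The mutant samples lie above both control samples for *Atp2b4*, *Stk32b* and *Trhr*, at 21.1% and 31.7% for *Trhr*, and below both for *Il27ra*, *Lct*, *Nptx2* and *Sox4*.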

To explore this observation in greater detail, new UMAP plots were generated for *Wls^fl/-^;Gfap-Cre* and *Wls^fl/+^;Gfap-Cre* datasets using only DGC nuclei, and the patterns and abundances of individual transcripts were plotted, together with the percentage of DGC cells expressing each gene (Figure 3C). [The DGC-only UMAP cluster closely resembles the whole hippocampus DGC UMAP cluster, except with a ~ 60 degree counter-clockwise rotation].

For 12 DGC-expressed genes, including the eight genes plotted in Figure 3C, normalized RNAseq read counts were calculated for all DGCs with any reads for the indicated gene, and the RNA in situ hybridization (ISH) pattern with the corresponding probe was assessed in parasagittal sections of adult mouse brain, as shown in the Allen Brain Atlas (Figure 3—figure supplement 2). The ISH images reveal differences in transcript abundances in dorsal vs. ventral hippocampus, as well as the extent of enrichment within the DG. For example, *Lct* transcripts are more abundant in the dorsal hippocampus and *Trhr* transcripts are more abundant in the ventral hippocampus (Figure 3—figure supplement 2). These conclusions are in accord with those of Cembrowski et al., 2016 who performed RNAseq on pools of manually dissected hippocampal neurons from micro-dissected tissue. Combining the information from the ISH and UMAP patterns shows that, within the UMAP DGC cluster in Figure 3C, an extended arc of cells residing on the lower right side of the cluster corresponds to the ventral hippocampus and the remainder of the DGC cluster corresponds to the dorsal hippocampus.

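Within the control DGC nuclei, the median odds ratio of finding both transcripts of a pair in 1 nucleus, over 15 pairs of ventral transcripts, was 1.44 in control replicate 1, with 4 pairs below 1, and 2.29 in control replicate 2, with none below 1. For the 36 pairs of a ventral with a dorsal transcript the median was 0.964 in control replicate 1, with 19 pairs below 1, and 0.730 in control replicate 2, with 28 below 1. For 15 pairs of dorsal transcripts the medians were 0.894 and 1.24, with 9 and 4 pairs below 1.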

To look for additional gene expression patterns within the DGC cells cluster, we used the Monocle 3 ‘find_gene_modules’ algorithm. By visual inspection, at least six distinct expression modules are present within the DGC cluster, with module one largely overlapping with the ventral DG. Two of these modules (modules 7 and 11) define mutually exclusive sub-domains within the DGC cluster that are orthogonal in UMAP space to the dorsal/ventral sub-domains (Figure 3—figure supplement 3). 

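For *Arr3*, *Grp*, *Necab3* and *Acvr1c* of module 7 and *Fst*, *Ryr1*, *Rhbdl3* and *Slc26a10* of module 11, the median odds ratio of finding a transcript of each module in the same control DGC nucleus was 0.372 in control replicate 1 and 0.412 in control replicate 2. In both samples all 16 such pairs were below 1, with highest values of 0.611 and 0.717. Pairs within module 7 had medians of 2.61 and 2.43, and pairs within module 11 had medians of 2.20 and 2.81, with no pair below 1 in either sample. The paper selected these transcripts by their patterns in DGC nuclei of the same data, and the odds ratios are therefore no independent test of the modules.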

As inspection of the ISH data in the Allen Brain Atlas did not reveal large-scale patterns within the DG for transcripts enriched in modules 7 or 11, the anatomic and functional correlates of this subdivision remain to be determined.

The quantification of snRNAseq read counts per expressing cell for the six dorsal-enriched and the six ventral-enriched transcripts shown in Figure 3—figure supplement 2 indicates that, despite their reduced numbers, the DGCs that remain in the *Wls^fl/-^;Gfap-Cre* hippocampus express ventral and dorsal markers at very nearly the same levels as their counterparts in the *Wls^fl/+^;Gfap-Cre* hippocampus. 

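The mean UMI count divided by the size factor, over DGC nuclei with at least 1 UMI and pooled over the nuclei of the mutant and of the control, was 1.04 and 0.961 for *Trhr*, 1.40 and 1.11 for *Atp2b4*, 1.22 and 0.902 for *Stk32b* and 0.973 and 0.963 for *Pde9a*. It was 0.877 and 1.02 for *Lct*, 0.883 and 1.03 for *Sox4*, 0.761 and 0.979 for *Il27ra* and 1.28 and 1.08 for *Nptx2*. For *Trhr* and *Lct* the control samples were further apart than the genotypes, at 1.13 and 0.841 and at 1.26 and 0.847. The mean raw UMI count of the nuclei counted as expressing was 1.33 in the mutant and 1.28 in the control for *Trhr*, and 1.12 in the mutant and 1.20 in the control for *Lct*. A nucleus enters this mean with at least 1 UMI, which leaves the mean little room to fall. Over all DGC nuclei, with or without a UMI, the levels are those of the comparison of summed UMIs, in which *Trhr* and *Lct* differed between the genotypes.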

An extension of this quantification to other classes of DGC transcripts shows that this pattern holds generally (Figure 3—figure supplement 4).

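Over the 23 transcripts with levels per expressing DGC in the figure supplements, the pooled means of mutant and control were within 1.5-fold for 23, and also for 23 with raw UMI counts. Without mutant replicate 2 the number was 15 of the 21 with a level in both genotypes, and without control replicate 1 or control replicate 2 it was 19. Over all DGC nuclei, including those without a UMI, 7 were within 1.5-fold. The pooled mean per expressing nucleus in mutant and control was 2.24 and 2.05 for *Prox1*, 1.11 and 1.14 for *Dsp*, 1.06 and 1.14 for *Npnt*, 1.00 and 1.25 for *Plk5* and 0.872 and 1.13 for *C1ql2*.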

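For a comparison in which the mouse is the unit, UMIs were summed over the nuclei of each sample and cell type, for the 11 types with at least 10 nuclei in every sample, and genes with low sums were removed. The number of genes left ranged from 7123 in microglia to 16785 in CA1 pyramidal cells. In simulated sums with 200 genes changed 4-fold, 99.5% were recovered in CA1 pyramidal cells with 9 false calls, 97.5% in the other excitatory neurons with 7, 95.5% in astrocytes with 10, 90.5% in mossy cells with 0 and 89.5% in DGCs with 4. In these simulations the changed genes lay above a minimum mean sum and all genes of a type had the same spread. Recovery of weaker or more variable genes was not measured. The regression in Monocle 3, which takes each nucleus as a unit, was not run here.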

To systematically search for transcripts that were differentially expressed on a transcripts-per-cell basis between *Wls^fl/-^;Gfap-Cre* and *Wls^fl/+^;Gfap-Cre* in the snRNAseq data, we applied a regression analysis to individual hippocampal cell types using the Monocle-3 R package. The cell types tested corresponded to the most abundant classes shown in Figure 3B: CA1, CA2, and CA3 pyramidal neurons, MCs, DGCs, astrocytes, oligodendrocytes, oligodendrocyte precursors, other excitatory neurons (several clusters identified by expression of *Slc17a7*, *Nrn1*, *Nrgn*, *Fh12*, and *Neurod2* transcripts), and inhibitory neurons (several clusters identified by expression of *Gad1*, *Gad2*, *Kcnip1*, *Erbb4*, *Rbms3*, and *Kcnmb2* transcripts). Transcripts were identified as differentially expressed if they showed a FC >2 with a q-value <0.05. Remarkably, only two transcripts fulfilled these criteria: *Trps1* and *Cntnap5a*, both in a subset of excitatory neurons. 

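At FC >2 and FDR below 0.05, the edgeR comparison of sums per mouse called 336 changes over the 11 cell types, of which 220 were in DGCs, 44 in astrocytes, 43 in mossy cells, 12 in OPC, 9 in oligodendrocytes, 4 in microglia, 3 in inhibitory neurons and 1 in CA2 pyramidal cells. It called 0 genes in CA1 pyramidal cells and 0 in CA3 pyramidal cells, where 299 and 474 genes had FC >2 at an unadjusted p below 0.05, and DESeq2 called 23 and 85. In snRNAseq the deviations of same-numbered samples from the mean of their genotype were correlated, at 0.488 in CA1 and 0.515 in CA3 pyramidal cells, and with the replicate number as a block edgeR called 124 and 307 genes there. The total was 1595 with genes of low counts kept, and between 358 and 2026 with each sample left out in turn. Without mutant replicate 2, edgeR called 0 genes in mossy cells and 0 in microglia, with 446 and 344 at an unadjusted p below 0.05 and FC >2. In astrocytes it called 0 without control replicate 1 and 0 without control replicate 2, with 255 and 542 at an unadjusted p below 0.05 and FC >2. DESeq2 called 17 genes in mossy cells, 0 in microglia and 18 in astrocytes over all samples.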

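The gene called in CA2 pyramidal cells was *Erbb4*. Its log2 fold change was 2.45 (standard error 0.250, FDR 0.0152 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The paper uses *Erbb4* to identify inhibitory neurons, and it is among the leading genes of inhibitory cluster 12. Inhibitory nuclei had larger shares in the mutant samples and marked doublets were kept. RNA of inhibitory neurons in nuclei named CA2 was therefore not excluded. *Wls* was at 2.91 and 2.08 CPM in the mutant replicates and 49.9 and 39.6 CPM in the control replicates in astrocytes, a log2 fold change of -4.28 (standard error 0.452, FDR 2.3e-04 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In oligodendrocytes *Wls* had a log2 fold change of -4.14 (FDR 6.9e-05) and in OPC of -3.16 (FDR 0.00634), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with no UMI in mutant replicate 1 in either type. In astrocytes the FDR of *Wls* was 0.143 without mutant replicate 2, 0.879 without control replicate 1 and 0.0906 without control replicate 2 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, in a range of 1.8e-14 to 0.879 over the unpaired alternatives. In OPC it was 0.0670 without control replicate 2 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and 0.257 in DESeq2, in a range of 1.3e-08 to 0.257. DESeq2 gave no adjusted p for *Wls* in astrocytes or DGCs. In DGCs *Wls* was at 4.78 and 5.64 CPM in the mutant replicates and 3.33 and 4.45 CPM in the control replicates.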

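*Trps1*, on chromosome 15 from 50654752 to 50890463, was found in 731 of 3139 excitatory neuron nuclei of the mutant and in 231 of 1116 of the control. Over the nuclei with a UMI, its mean UMI count was 3.34 and 5.41 in mutant replicates 1 and 2 and 1.67 and 1.48 in control replicates 1 and 2, or 4.47 and 1.59 pooled. *Cntnap5a*, on chromosome 1 from 115684756 to 116587323, had means of 4.24 and 5.33 in the mutant and 4.12 and 3.48 in the control. Pooled, its mean was 4.81 over 1085 mutant nuclei and 3.77 over 280 control nuclei. The pooled means of *Cntnap5a* lie closer together than the paper's, and the cause was not tested. In UMIs summed per mouse, *Trps1* had a log2 fold change of 2.02 (standard error 0.280) and *Cntnap5a* of 1.20 (standard error 0.158), each with an FDR of 0.216 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In DESeq2 with Benjamini-Hochberg adjustment the FDR was 9.1e-09 and 1.0e-05, and over the unpaired alternatives it ranged from 2.5e-15 to 0.216 for *Trps1* and from 1.0e-05 to 0.216 for *Cntnap5a*. Within excitatory cluster 10, in a test chosen after seeing the data, *Trps1* was at 503 and 534 CPM in the mutant replicates and 126 and 30.4 CPM in the control replicates, a log2 fold change of 2.69 (FDR 0.0807 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and *Cntnap5a* had a log2 fold change of 0.49. In the other 4 excitatory clusters the log2 fold change of *Trps1* lay between -0.063 and 0.57.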

Among excitatory neurons with non-zero read counts, *Trps1* had a mean read count of 4.5 in the mutant and 1.6 in the control with p-value = 2×10^−16^, and *Cntnap5a* had a mean read count of 6.9 in the mutant and 2.9 in the control with p-value = 2×10^−16^. The high similarity between *Wls^fl/-^;Gfap-Cre* and *Wls^fl/+^;Gfap-Cre* transcriptomes for each of these ten hippocampal cell types is apparent in scatterplots of the snRNAseq data that show UMI per million (UPM) for each expressed gene (Figure 3D). 

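R2 was computed across genes between the pooled mutant and pooled control nuclei of a cell type, on log10(UPM + 1), over all genes with a UMI in either. Genes are not independent replicates, and no p-value goes with it. It was 0.988 over 23746 genes for CA1 pyramidal cells, 0.981 for CA3 pyramidal cells, 0.981 for inhibitory neurons, 0.979 for the other excitatory neurons, 0.955 for astrocytes, 0.951 for oligodendrocytes, 0.947 for CA2 pyramidal cells and 0.923 for OPC. Between single samples of different genotypes R2 was 0.971 to 0.987 for CA1 pyramidal cells, 0.951 to 0.979 for CA3 pyramidal cells, 0.959 to 0.977 for inhibitory neurons, 0.953 to 0.969 for the other excitatory neurons and 0.796 to 0.944 for astrocytes. Between the 2 mutant samples and between the 2 control samples it was 0.981 and 0.980, 0.969 and 0.97, 0.973 and 0.969, 0.974 and 0.960, and 0.854 and 0.921 for these types in the same order. Restricting the genes to those with at least 10 UPM moved R2 of CA1 pyramidal cells most, to 0.962.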

MC and DGC scatter plots have R^2^ = 0.98, and the other eight scatter plots have R^2^ = 0.99. 

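For mossy cells R2 between the pooled genotypes was 0.869 over 18983 genes, from 116 mutant and 70 control nuclei. Between single samples of different genotypes it was 0.591 to 0.822, and between samples of one genotype it was 0.733 in the mutant and 0.755 in the control. For DGCs the pooled genotypes had R2 = 0.967 over 22999 genes.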

The marginally lower correlation coefficient for mutant vs. control DGC transcripts likely reflects the different representation of dorsal-enriched and ventral-enriched transcripts, as seen by the locations of these data points in Figure 3D.

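For DGCs R2 was 0.983 between the 2 control samples and 0.88 between the 2 mutant samples, the first of which had the fewest DGC nuclei. Between single samples of different genotypes it was 0.89 to 0.965, and it was highest between mutant replicate 2 and control replicate 2.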

In sum, bulk RNAseq and snRNAseq reveal a large loss of DGCs in *Wls^fl/-^;Gfap-Cre* mice but almost no effects on the transcriptomes of these or any other hippocampal cell types.

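Within DGC nuclei, *Prox1* was at 297 and 338 CPM in the mutant replicates and 282 and 284 CPM in the control replicates, a log2 fold change of 0.18 (standard error 0.154, FDR 0.620 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). From bulk RNAseq and snRNAseq together, the paper concludes that many DGCs are lost in *Wls fl/-;Gfap-Cre* mice with almost no effect on the transcriptomes of these or other hippocampal cell types.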

### CA3 pyramidal cell synapses in the *Wntless* conditional mutant hippocampus

DGC axons, which constitute the mossy fiber bundle, project to the CA3 region where they form synapses with both pyramidal cells and inhibitory interneurons (Jaffe and Gutiérrez, 2007). DGC-pyramidal cell synapses are composed of *en passant* presynaptic boutons from DGC axons and complex postsynaptic spines on the proximal dendrites of CA3 pyramidal cells (Rollenhagen and Lübke, 2006).

To determine whether the nearly complete loss of DGCs in the dorsal *Wls^fl/-^;Gfap-Cre* hippocampus alters the structure of CA3 pyramidal cells, Golgi staining was used to reconstruct individual CA3 pyramidal cells in the dorsal half of the hippocampus and to quantify the density and type of dendritic spines. Eighteen CA3 pyramidal cells from area CA3b (encompassing the highly curved region of the hippocampus) were fully reconstructed from young adult brains, nine from *Wls^fl/-^;Gfap-Cre* and nine from *Wls^fl/+^;Gfap-Cre*. By visual inspection, *Wls^fl/-^;Gfap-Cre* CA3 pyramidal cell morphologies appear unaffected, and there were no significant differences in the lengths of apical or basal dendrites between genotypes (Figure 4A and B).

**Figure 4.**
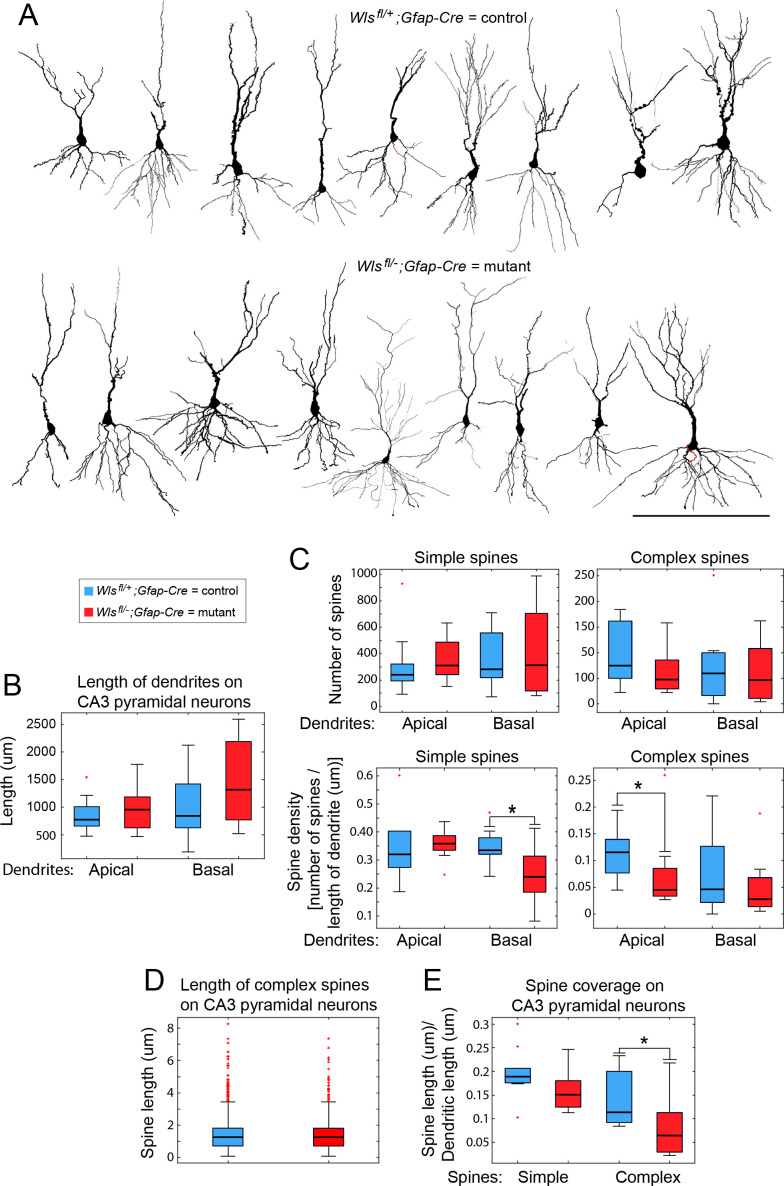
Morphological analyses of CA3 pyramidal cells and their synapses. (**A**) CA3 pyramidal cells in dorsal hippocampus, reconstructed from Golgi-stained 2–3-month-old *Wls^fl/+^;Gfap-Cre* and *Wls^fl/-^;Gfap-Cre* brains. Apical is up and basal is down. (**B**) Lengths of apical and basal dendrites among the 18 reconstructed CA3 pyramidal cells. (**C**) Numbers and densities of complex and simple dendritic spines on the 18 reconstructed CA3 pyramidal cells. (**D,E**) Length of complex dendritic spines and spine coverage by simple and complex spines on the 18 reconstructed CA3 pyramidal cells. Box plots show the median and 25^th^ to 75^th^ percentiles, whiskers include all data points not considered outliers, and individual outliers are shown. Scale bar in (**A**), 200 μm. * represents p<0.05.

Among the 18 reconstructed cells, dendritic spines were classified as either complex (thorny excrescences) or simple based on the criteria of Sorra and Harris, 2000 and Gonzales et al., 2001. The mean number of spines per cell did not differ significantly between genotypes, and separate comparisons of complex and simple spines along apical and basal dendrites showed no significant differences in mean spine number in any of the four pairwise comparisons between genotypes (Figure 4C, upper panels). Analogous comparisons performed for spine density per unit length of dendrite showed modest and statistically significant reductions in the mean density of complex spines on apical dendrites and of simple spines on basal dendrites in the *Wls^fl/-^;Gfap-Cre* cells (Figure 4C, lower panels).

To investigate the structure of complex spines on CA3 pyramidal cells, the length of each complex spine along the dendrite was measured and extracted using the Spine Detail function in Neurolucida Explorer. For complex spine length, there was no significant difference between genotypes (Wilcoxon rank sum = 2.24, p=0.67; Figure 4D). In view of the modestly lower mean density of complex spines on apical dendrites, we determined whether the total coverage of dendrites with complex spines differed between the two genotypes. This analysis shows that there is significantly higher dendritic coverage with complex spines in the controls (Wilcoxon Rank Sum = 110, p=0.03; Figure 4E).

As a second approach to comparing CA3 pyramidal spine structure and density between *Wls^fl/-^;Gfap-Cre* and *Wls^fl/+^;Gfap-Cre* hippocampi, an unbiased stereological approach was used to count and classify complex dendritic spines in CA3 (Supplementary files 1–3). Based on the observations of Gonzales et al., 2001, Tsamis et al., 2010, and Amaral, 1978, complex spines were classified into five morphological subtypes: basic, big/prototypical, long, tall, and thin. To sample the entire dorsal-ventral extent of the hippocampus from one hemisphere for each genotype, 25 section of a *Wls^fl/+^;Gfap-Cre* hippocampus and 26 sections of a *Wls^fl/+^;Gfap-Cre* hippocampus were analyzed (Supplementary file 1). Both showed complex spines throughout the dorso-ventral extent of the hippocampus.

The total number of complex spines counted in the *Wls^fl/-^;Gfap-Cre* CA3 was ~65% of the number counted in the *Wls^fl/+^;Gfap-Cre* CA3. A one-sided t-test between the counted spines showed that the *Wls^fl/-^;Gfap-Cre* CA3 had significantly fewer sampled sites with complex spines compared to the *Wls^fl/+^;Gfap-Cre* CA3 [329/1433 (22%) vs. 369/1415 (26%); t(49) = 2.43, p=0.01]. Our interpretation of this comparison assumes that the efficiency of Golgi staining was equivalent between the two brains, which were processed in parallel. Among the subtypes of complex spines, the *Wls^fl/-^;Gfap-Cre* CA3 had significantly fewer basic spines (Wilcoxon rank sum = 523.5, p<0.01) and big/prototypical spines (Wilcoxon rank sum = 505, p<0.01) but the number of tall spines (Wilcoxon rank sum = 397.5, p=0.09), long spines (Wilcoxon rank sum = 368.5, p=0.21,) and thin spines (Wilcoxon rank sum = 381, p=0.15) were not significantly different (Supplementary file 3).

Based on these analyses, we conclude that *Wls^fl/-^;Gfap-Cre* CA3 pyramidal cells have normal morphologies but they exhibit a modest reduction in the number of synaptic spines – in particular, a modest reduction in the density of and coverage with complex spines on apical dendrites – an effect that may be secondary to the large reduction in DGC inputs.

### Phenotype of the *Wntless Gfap-Cre* conditional mutant in baseline behavioral tasks

The relatively simple cellular and molecular phenotype in the *Wls^fl/-^;Gfap-Cre* hippocampus – a large reduction in DGCs with minimal effects on other cell types – recommends this mutant for behavioral phenotyping. In the paragraphs that follow, we describe the results from a battery of tests in which we compared male and female *Wls^fl/-^;Gfap-Cre* and *Wls^fl/+^;Gfap-Cre* mice at 10–20 weeks of age using 14–20 mice from each genotype (Figures 5, 6, 7). During all behavioral testing, the experimenters were blind to the genotype. No systematic differences were seen between the sexes, and the male and female data were therefore pooled for the principal analysis. Examples of data separated by sex are shown in Figure 5—figure supplements 1–3.

**Figure 5.**
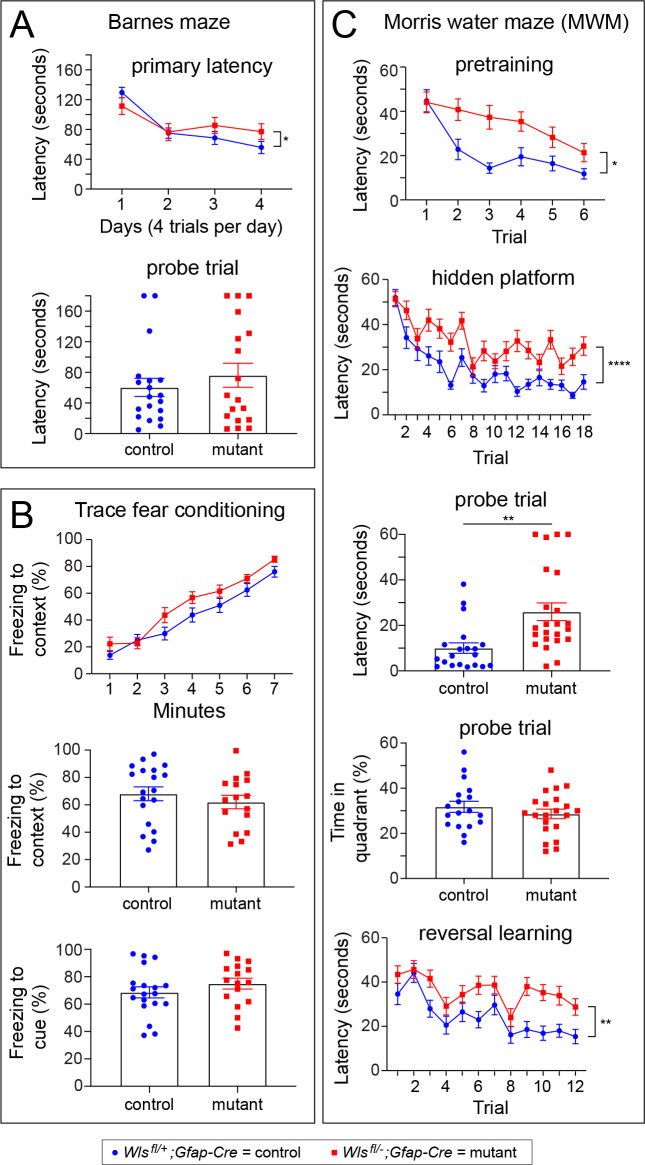
*Wls^fl/-^;Gfap-Cre* mice exhibit defects in the Morris water maze, but not in the Barnes maze or in a trace fear-conditioning task. Performance was assessed by comparing 10–20 week old *Wls^fl/+^;Gfap-Cre* and *Wls^fl/-^;Gfap-Cre* mice. Data were from approximately equal numbers of males and females for each genotype. See Figure 5—figure supplements 1–3 for the number of males and females for each test and the results separated by sex. For plots showing the latencies for each trial, the vertical bracket indicates the statistical significance for the last trial. (**A**) Mutant mice exhibited marginally longer latency on day 4 of training in the Barnes maze (p<0.05; **A**), but no differences between control and mutant mice were found during a probe trial 48 hr later. (**B**) Freezing following trace fear conditioning showed no statistically significant difference between control and mutant mice during training (top panel) or in response to the context or cue 24 hr after training (bottom two panels). (**C**) In the MWM pretraining period with a visible platform, mutant mice showed a significantly greater latency than controls on trials 2–6 (p<0.05). During hidden platform training, an overall significant effect of trial was found (p<0.0001) as well as a significant increase in latency among mutant mice (p<0.001). The latency to approach the platform location was longer for mutant mice than controls during a probe trial 24 hr after hidden platform training (p<0.001). During the probe trial, no differences between mutant and control mice were found in percent time spent in the quadrant that previously contained the platform. In a reversal learning task following the probe trial, mutant mice showed a greater latency compared to controls (p<0.01) and there was an overall improvement in performance with successive trials for both genotypes (p<0.0001). *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001, n = 16–21 mice per group. The graphs show mean +/- SEM.

**Figure 5—figure supplement 1.**
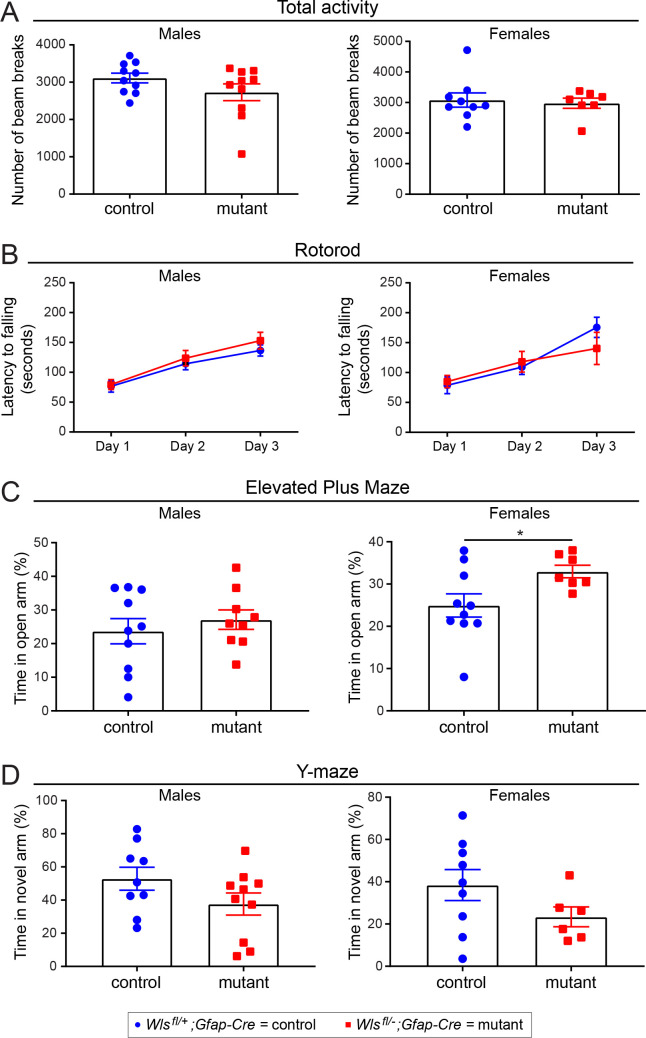
No sex differences between adult *Wls^fl/+^;Gfap-Cre* and *Wls^fl/-^;Gfap-Cre* mice in basic behavioral tasks. The same data as shown in Figure 5—figure supplement 4 are shown here separated by sex. The graphs show mean +/- SEM. (**A**) Total activity. (**B**) Rotorod. (**C**) Elevated Plus Maze. (**D**) Y-maze. The graphs show mean +/- SEM.

**Figure 5—figure supplement 2.**
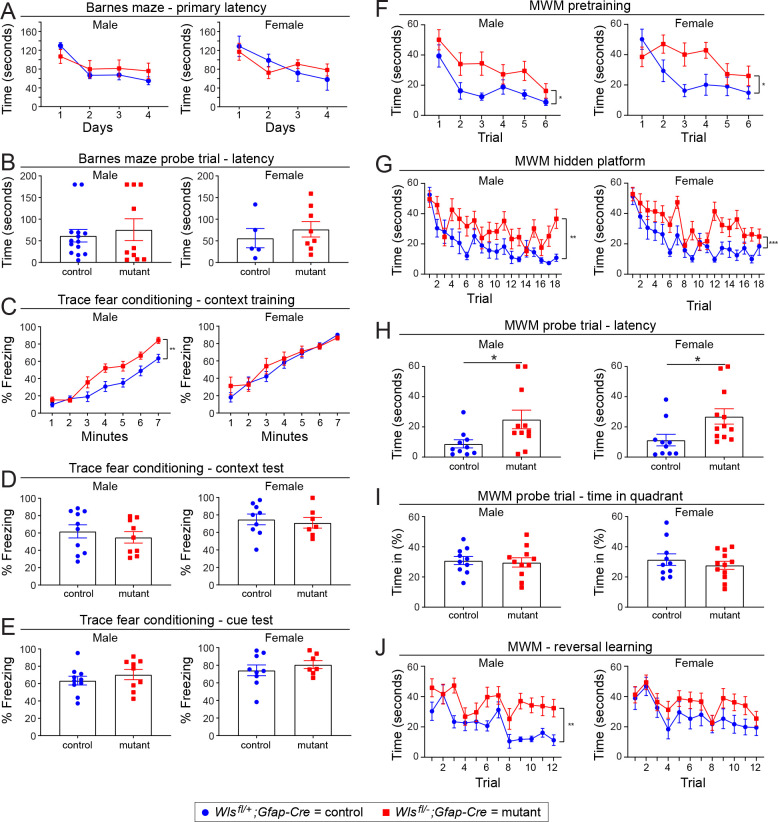
Minimal sex differences between adult *Wls^fl/+^;Gfap-Cre* and *Wls^fl/-^;Gfap-Cre* mice in the Barnes maze, trace fear conditioning, and Morris water maze. The same data as shown in Figure 5 are shown here separated by sex. (**A,B**) The Barnes maze. (**C-E**) Trace fear conditioning. (**F-J**) The Morris water maze. The graphs show mean +/- SEM.

**Figure 5—figure supplement 3.**
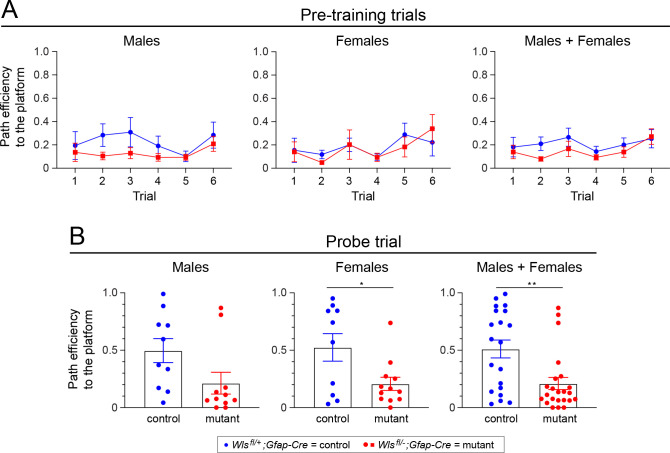
Adult *Wls^fl/-^;Gfap-Cre* mice exhibit reduced path efficiency in both the pretraining trials and in the probe trial in the Morris water maze. (**A**) Path efficiency in each of the six pretraining trials. (**B**) Path efficiency in the single probe trial. Sex differences are minimal. A description of the path efficiency calculation is presented in the ‘Morris water maze’ sub-section under ‘Behavioral testing: spatial cognition and memory’ in Materials and Methods. The graphs show mean +/- SEM.

**Figure 5—figure supplement 4.**
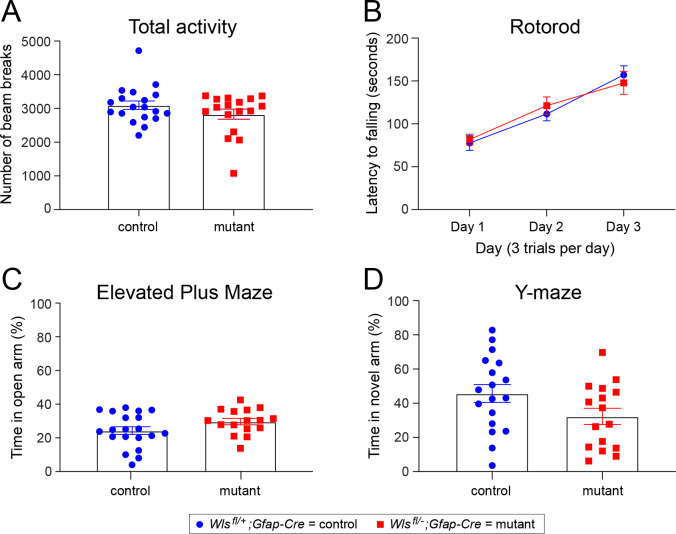
No difference between adult *Wls^fl/+^;Gfap-Cre* and *Wls^fl/-^;Gfap-Cre* mice in basic behavioral tasks. Locomotor (total) activity, motor learning on a rotorod, anxiety-related behavior in the elevated plus maze, and spatial working memory in the Y-maze were measured in *Wls^fl/+^;Gfap-Cre* and *Wls^fl/-^;Gfap-Cre* mice. There was no effect of genotype on locomotor activity in an open field (**A**), latency to fall during the accelerated rotarod test (**B**), percent time spent in the open arms of the elevated plus maze (**C**) or percent time spent in the novel arm of the Y-maze (**D**). n = 17–19 mice per group. The graphs show mean +/- SEM.

**Figure 6.**
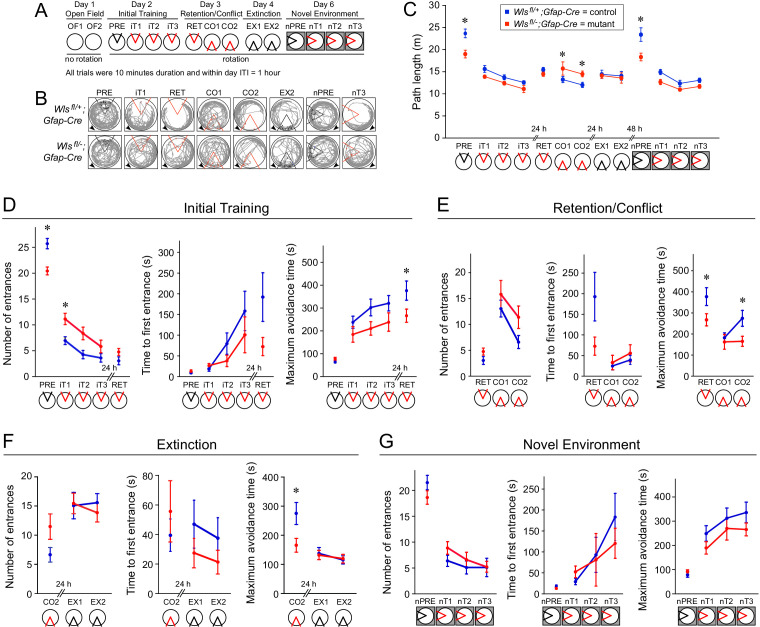
*Wls^fl/-^;Gfap-Cre* mice exhibit mild defects in active avoidance learning tasks. Fourteen *Wls^fl/-^;Gfap-Cre* and fifteen *Wls^fl/+^;Gfap-Cre* mice were tested. (**A**) Overview of the behavioral protocol for experiments on the rotating circular arena. A red 60° sector indicates the location of the shock zone. A black 60° sector indicates that the shock was turned off and entrances into this region were counted. The arena rotated at 1 rpm from day two onward. On day 6, the new arena was in a different location (indicated by the dark box). (**B**) Examples of active place avoidance behavior (shown by the mouse’s trajectory in the room-frame), documented across the rotating arena protocol. Arrowheads show the direction of 1 rpm rotation. A red sector indicates the location of the 60° active shock zone, and a black sector indicates the zone location when the shock was turned off. (**C**) Path length measured across the rotating arena protocol. (**D**) Initial active place avoidance learning. Left, number of entrances (errors). Center, time to first enter the shock zone. Right, maximum time the shock zone was avoided. By all three measures of place avoidance, *Wls^fl/-^;Gfap-Cre* mice perform more poorly than the *Wls^fl+-^;Gfap-Cre* littermates. (**E**) Conflict in active place avoidance learning. Left, center, and right are as described for (**D**). (**F**) Extinction of the conditioned place avoidance. Left, center, and right are as described for (**D**). The mice partially extinguished their previously learned avoidance. (**G**) Subsequent active place avoidance learning in a novel environment. Left, center, and right are as described for (**D**). Bars indicate the mean ± SEM; ∗ indicates p<0.05 for comparisons between genotypes.

**Figure 7.**
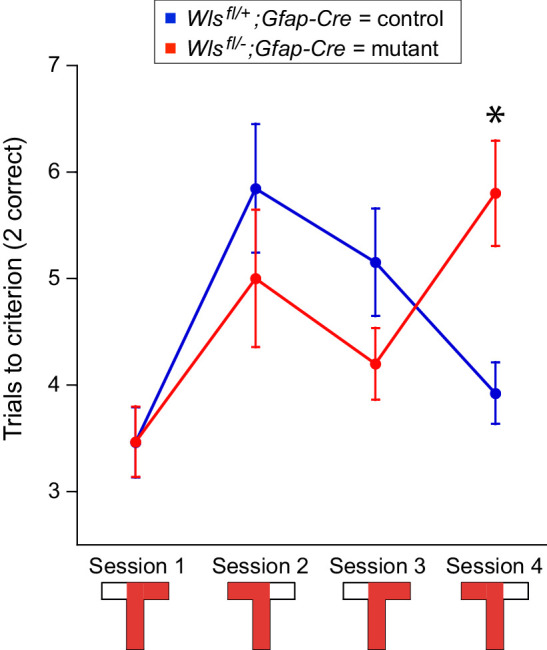
*Wls^fl/-^;Gfap-Cre* mice perform more poorly in the last trial in an alternating T-maze task. Fourteen *Wls^fl/-^;Gfap-Cre* and 15 *Wls^fl/+^;Gfap-Cre* mice were tested in the alternating T-maze task. The graph shows mean +/- SEM.

As a first step in behavioral phenotyping, *Wls^fl/-^;Gfap-Cre* mice were tested for baseline neurologic function: climbing on a vertical screen, spontaneous and elicited grooming, turning on parallel bars, visual placing, negative geotaxis, and the suspension test. With the exception of negative geotaxis, there was no statistically significant effect of genotype on any of these tests (Supplementary file 4). Spontaneous locomotion was assessed in the open field test, motor learning was assessed in the rotarod test, anxiety-related behavior was assessed in the elevated plus maze, and basic cognitive performance was assessed in the Y-maze spatial recognition test. There was no effect of genotype on performance in any of these tests (Figure 5—figure supplement 4; p>0.05 in all cases).

### Phenotype of the *Wntless Gfap-Cre* conditional mutant in complex cognitive tasks, including spatial learning

To determine whether *Wls^fl/-^;Gfap-Cre* mice are impaired in more complex cognitive tasks, *Wls^fl/-^;Gfap-Cre* and *Wls^fl/+^;Gfap-Cre* mice were tested in the Barnes maze, the trace fear-conditioning task, and the Morris water maze. All mice learned the location of the escape hole in the Barnes maze, as indicated by a significant decrease in latency with training (Figure 5A, F(2.4, 84.5)=21.65, p=10^−8^). In a probe trial to determine if mice remembered the location of the escape hole 48 hr after training, the latency showed no statistically significant difference between genotypes (Figure 5A, t(35) = 0.81, p>0.05). In the trace fear-conditioning task, mice of both genotypes learned at a similar rate and increased freezing behavior in response to shock administration (Figure 5B, F(4.1,134.8) = 92.71, p<0.0001). Twenty-four hours after training, the two genotypes showed similar freezing responses in response to the context (Figure 5B, t(33) = 0.85, p>0.05) and the cue associated with the shock (Figure 5B, t(33) = 0.1.1, p>0.05). These data indicate that *Wls^fl/-^;Gfap-Cre* mice are not impaired in fear learning or fear memory, and that they can learn and remember to discriminate between marked places as tested in the Barnes maze.

Locating the hidden platform in the Morris water maze (MWM) is a complex spatial learning and memory task. During pretraining, mice of both genotypes learned to locate a visible platform (Figure 5C, F(3.87, 158.70)=12.59, p<0.0001), although *Wls^fl/-^;Gfap-Cre* mice exhibited a longer latency, as indicated by a significant genotype x trial effect (Figure 5C, F(5 and 20)=2.32, p<0.05). *Wls^fl/-^;Gfap-Cre* mice also exhibited a statistically non-significant trend toward reduced path efficiency (Figure 5—figure supplement 3A). Importantly, *Wls^fl/-^;Gfap-Cre* and *Wls^fl/+^;Gfap-Cre* mice swam at similar speeds throughout the test (F(1,41) = 1.55, p>0.05, data not shown). During the hidden platform test for spatial learning, mice were placed in the MWM for six trials per day over three days. On the fourth day, they were given 60 s to locate the hidden platform. There was a significant decrease in latency in successive trials, indicating that mice of both genotypes could learn the task (Figure 5C; F(11.22, 460)=13.21, p<0.0001). However, compared to control mice, *Wls^fl/-^;Gfap-Cre* mice displayed a longer latency to locate the hidden platform, suggestive of slower learning (F(1,41)=28.63, p<0.001). In the probe trial, one day after hidden platform training, *Wls^fl/-^;Gfap-Cre* mice also displayed a significantly longer latency to locate the platform compared to control mice (Figure 5C, t(41) = 3.41, p<0.01) and a reduced path efficiency (Figure 5—figure supplement 3B; t(41) = 3.27, p<0.01). *Wls^fl/-^;Gfap-Cre* and *Wls^fl/+^;Gfap-Cre* mice spent a similar percent of time during the probe trial in the quadrant of the MWM in which the platform was located, indicating that mice of both genotypes had learned the general platform location (Figure 5C; t(37) = 0.99, p>0.05).

To determine if there was a difference in cognitive flexibility between *Wls^fl/-^;Gfap-Cre* and *Wls^fl/+^;Gfap-Cre* mice, a reversal test was conducted in which each mouse was given eight trials to learn a new location for the escape platform. There was an overall downward trend in latency in successive trials, indicating that mice of both genotypes could learn the new platform location (Figure 5C; F(7.76, 318.0)=9.73, p<0.0001). However, the latency decrease was more modest among *Wls^fl/-^;Gfap-Cre* mice, implying that they were slower to learn the new platform location (Figure 5C; F(1,41) = 11.49, p<0.01). The equivalence between mutant and control mice in the time spent in the quadrant with the hidden platform suggests that the spatial learning deficit in *Wls^fl/-^;Gfap-Cre* mice could be due, at least in part, to a defect in learning the location of the escape platform at high spatial resolution.

In sum, *Wls^fl/-^;Gfap-Cre* mice showed modestly impaired performance on all aspects of the MWM task: pretraining with a visible platform, training with a hidden platform, and reversal training with a hidden platform, consistent with an underlying performance deficit in the ability to escape from the water maze.

### Phenotype of the *Wntless Gfap-Cre* conditional mutant in an active avoidance task: initial assessment

As a second and independent measure of complex spatial learning and memory, *Wls^fl/-^;Gfap-Cre* and *Wls^fl/+^;Gfap-Cre* mice were tested in a six-day protocol to evaluate open field exploration and active place avoidance learning (Figure 6; Cimadevilla et al., 2001). This protocol is especially sensitive to hippocampal dysfunction, as it requires the mouse to selectively use stationary room-based information to avoid a shock zone and ignore rotating arena-based information (Kubík and Fenton, 2005). Mice were individually tested in a circular arena that was either stationary or rotating at one r.p.m. Within the arena, a foot shock was programmed within a fixed 60° sector, and this shock zone was either relocated to a new fixed location or deactivated for different tests. To provide novel visual cues, the apparatus was moved between rooms. As shown schematically in Figure 6A, the protocol consisted of (i) exploration in a stationary arena with no foot shock on day 1 (OF1 and OF2), (ii) initial training in a rotating arena on day 2, in which one pretrial with the shock turned off (PRE) was followed by three trials with the shock turned on (iT1-iT3), (iii) retention/conflict trials on day three in which a retention trial (RET) was followed by two trials with the shock zone relocated 180° (CO1 and CO2), (iv) two extinction trials on day four in which the shock zone was turned off (EX1 and EX2), and (v) four trials within a novel environment (a different apparatus in a different location, indicated in the schematic by a gray surround) on day six in which one pretrial with the shock turned off (nPRE) was followed by three trails with the shock turned on (nT1-nT3). Automated video-tracking software was used to track each mouse, and then compute the following values for the 60° shock zone: number of entrances, time to first entrance, and maximum avoidance time. Figure 6B shows the tracks of a representative mouse from each genotype during a subset of the trials. Throughout Figure 6, the 60° shock zone is colored red if the shock is turned on and black if the shock is turned off.

On day 1, mice from both genotypes explored the stationary open field similarly during the two trials (OF1 and OF2), with reduced exploration during the second trial. The distance walked (average = 13.9 m) characterized the open field behavior, and showed no effect of genotype (F(1,26) = 1.03, p=0.32) and no genotype x trial interaction (F(1,52.9) = 0.65, p=0.4), but a significant effect of trial (F(1,52.8) = 32.27, p=10^−7^).

Pretraining on the rotating arena (PRE) is effectively a second open field test, and, during this test, the mutant mice walked less than the controls (F(1,25) = 10.6, p=0.003) (Figure 6C), thereby reducing the number of entrances into the 60° sector in the absence of any conditioning (Figure 6D, left panel). This difference prompted us to examine locomotion across the entire 6 day protocol (Figure 6C), since any difference in locomotion could contribute to a difference in active avoidance. This analysis showed that path length did not differ significantly between the genotypes across initial training when the mice avoided a shock (F(1,35.1) = 0.005, p=0.9) (iT1-iT3), although it decreased with training (F(2,33.2) = 15.64, iT1 >iT2=iT3; p=10^−5^; interaction: F(2,33.2) = 0.66, p=0.5). Path length also did not significantly differ between genotypes on the retention test (F(1,26.4) = 0.55. p=0.5) (RET). When the shock zone was relocated to the opposite side of the arena in the two conflict trials (CO1 and CO2), the mutant mice walked ~20% more than the controls (genotype: F(1,27) = 8.88. p=0.006; trials: F(1,27) = 9.57, p=0.005; interaction F(1,27) = 0.38, p=0.5), but this difference disappeared when the shock was turned off during the extinction trials (genotype: F(1,27.9) = 0.26, p=0.6; trials: F(1,27.4) = 0.51. p=0.5; interaction F1,27.4 = 0.35. p=0.6) (EX1, EX2). When exploring the novel environment with shock off (nPRE), the mutant mice walked ~25% less than the controls (F(1,23.3) = 4.37, p=0.048), but the difference was not observed once training in the new environment began (genotype: F(1,29.1) = 0.01, p=0.9; trial F(2,31.2) = 10.40, p=0.0003; interaction F(2,31.2) = 0.37, p=0.7) (nT1-nT3). These analyses show that, in some tasks, locomotion differed by as much as ~25% between mutant and control mice, but it did not appear to vary in a systematic manner. Because the physical environment is essentially the same across the place avoidance protocol, these differences likely reflect internal cognitive variables rather than genotypic differences in particular sensory or motor abilities.

### Phenotype of the *Wntless Gfap-Cre* conditional mutant in an active avoidance task: learning and memory

On day 2, all of the mice learned to avoid the shock zone, but active place avoidance learning was compromised in mutant mice (Figure 6D). During pretraining without shock (PRE), mutant mice entered the future location of the shock zone less often (Figure 6D, left panel; F(1,26) = 17.76, p=0.0003), presumably because they walked less (Figure 6C), but the genotypes did not differ in the latency to enter the future shock zone (Figure 6D, center panel; F(1,26) = 0.64, p=0.4) or the maximum time spent outside of the future shock zone (Figure 6D, right panel; F(1,25.9) = 2.44, p=0.1). Learning the place avoidance response (iT1-iT3) was reduced in mutant mice, as measured by the number of entrances (Figure 6D, left panel; genotype: F(1,26) = 7.90, p=0.009; trial: F(2,29.9) = 25.43, iT1 >iT2=iT3; p=10^−7^; interaction: F(2,29.9) = 1.23, p=0.3), the time to first entrance (Figure 6D, center panel; genotype: F(1,39.8) = 1.96, p=0.17; trial: F(2,38.1) = 7.90, p=0.001, iT1 <iT3; interaction: F(2,38.1) = 1.61, p=0.2), and the maximum avoidance time (Figure 6D, right panel; genotype: F(1,27) = 4.04, p=0.054; trial: F(2,33.3) = 3.68, p=0.04, iT1 <iT3; interaction: F(2,33.3) = 0.39, p=0.7), although the differences between genotypes for the latter two measures did not reach statistical significance (i.e. p<0.05).

The 24 hr memory retention test (RET) showed that all the mice had learned, but the mutant mice exhibited a modestly poorer performance than the controls (Figure 6D), with a greater number of entrances (F(1,27) = 3.66, p=0.07), a shorter time to first enter the shock zone (F(1,27) = 3.84, p=0.06), and a shorter maximum avoidance time (F(1,27) = 4.66, p=0.04).

Cognitive flexibility was assessed by conflict trials in which the shock zone was relocated 180° (CO1 and CO2) (Figure 6E). By comparing retention performance before and after the change, it is evident that the relocation disrupted place avoidance, confirming that both genotypes had learned a place response. Learning the new location of the shock zone was not measurably poorer for the mutant mice as assessed by the number of entrances into the relocated shock zone (Figure 6E, left panel; genotype: F(1,27) = 2.26, p=0.14; trial: F(1,27) = 16.78, p=0.0003; interaction: F(1,27) = 0.58, p=0.5). For both genotypes, the time to first enter the relocated shock zone increased only modestly across the two trials (Figure 6E, central panel; genotype: F(1,27) = 0.38, p=0.5; trial: F(1,27) = 3.69, p=0.07; interaction: F(1,27) = 0.16, p=0.7). Whereas the control mice increased the maximum avoidance time across the two conflict trials, the mutant mice did not (Figure 6E, right panel; genotype: F(1,27) = 3.01, p=0.09; trial: F(1,28.5) = 4.81, p=0.04; interaction: F(1,27) = 4.22, p=0.049).

When the shock was turned off (EX1 and EX2), both mutant and control mice began to extinguish the place response as assessed by the number of entrances into the previous shock zone (Figure 6F, left panel; genotype: F(1,28) = 0.13, p=0.7; trial: F(1,27.8) = 0.17, p=0.7; interaction: F(1,27.8) = 0.69, p=0.4), the time to first enter the previous shock zone (Figure 6F, central panel; genotype: F(1,27.1) = 1.84, p=0.2; trial: F(1,27.5) = 0.62, p=0.4; interaction: F(1,27.5) = 0.022, p=0.9), and the maximum avoidance time (Figure 6F, right panel; genotype: F(1,28.2) = 0.0091, p=0.9; trial: F(1,29.1) = 1.25, p=0.3; interaction: F(1,29.1) = 0.087, p=0.8).

Two days later, the mice were tested in a new arena in a different visual environment. During pretraining (nPRE), the two genotypes showed similar performances (Figure 6G; Entrances: F(1,27) = 2.17, p=0.2; Time to first entrance: F(1,27) = 2.52, p=0.1; maximum avoidance time F(1,27) = 0.76, p=0.4). Activating the shock zone in the new environment revealed that both mutant and control mice learned to avoid the shock zone, as determined by a reduced number of entrances (Figure 6G, left panel; genotype: F(1,27.2) = 0.71, p=0.4; trial: F(2,27.9) = 3.61, p=0.04, nT1 >nT3; interaction: F(2,27.9) = 0.98, p=0.4), a progressive increase in the time to first enter the shock zone (Figure 6G, central panel; genotype: F(1,51.3) = 0.34, p=0.6; trial: F(2,44.5) = 8.12, p=0.001, nT1 <nT3; interaction: F(2,44.5) = 1.21, p=0.3), and an increase in the maximum avoidance time (Figure 6G, right panel; genotype: F(1,27.8) = 2.23, p=0.15; trial: F(2,36.4) = 8.02, p=0.001, nT1 <nT2=nT3; interaction: F(2,36.4) = 0.14, p=0.9). In the latter two tests, the mutant mice exhibit a modestly reduced performance compared to controls, but the differences did not achieve statistical significance. In sum, the active avoidance tests show a consistent and modest reduction in conditioned spatial learning and memory in *Wls^fl/-^;Gfap-Cre* compared to *Wls^fl/+^;Gfap-Cre* mice.

Two days after the end of place avoidance training, the mice were tested in a T-maze alternation task to assess non-spatial cognitive ability (Figure 7). Each mouse was trained to escape to one arm during 10 trials, and then, after a 15 min rest in the home cage, trained to escape to the opposite arm. This left/right alternation was repeated in blocks of 10 trials until 40 trials were completed. In the first trial, the performances of the two genotypes were indistinguishable. In the second and third trials, the mutant mice performed marginally better than the controls, a difference that was not statistically significant. However, in the fourth trial, the performance of the controls was significantly better than that of the mutants. (Figure 7; genotype: F(1,34.8) = 0.005, p=0.9; session: F(3,49.3) = 7.39, p=0.0003; genotype x trial interaction: F(3,49.3) = 3.98, p=0.01; mutant (session 4)>control (session 4).) A parsimonious explanation of these results is that the decrement in the performance of the mutant mice on the fourth trial arises from the increase in cognitive demand associated with greater numbers of alternations.

## Discussion

The experiments reported here introduce a new mouse model, *Wls^fl/-^;Gfap-Cre*, that we have used to test the role of DGCs in spatial learning and memory. The neuroanatomic defects in adult *Wls^fl/-^;Gfap-Cre* mice consist of a complete loss of the corpus callosum and a ~ 90% loss of DGCs, with most of the remaining DGCs localized to the ventral DG. The reduction in mature DGCs is associated with a reduction in Wnt signaling in the cortical hem and a reduction in DGC progenitor proliferation. *Wls^fl/-^;Gfap-Cre* hippocampi shows minimal alterations in cell-type-specific gene expression, as determined by bulk and snRNAseq, implying that the developmental reduction in DGCs has little or no effect on the developmental trajectories of other hippocampal cells, including CA3 pyramidal cells, the recipients of synaptic input from DGC-derived mossy fibers. Quantification of CA3 pyramidal cell morphology and synaptic density/structure by Golgi staining showed only a modest reduction in the density of complex synapses in *Wls^fl/-^;Gfap-Cre* mice. Behavioral testing revealed that *Wls^fl/-^;Gfap-Cre* mice have a modest performance decrement in complex spatial learning and memory tasks, but *Wls^fl/-^;Gfap-Cre* mice also exhibit impaired performance in one simpler spatial task – finding a visible platform in the MWM training sessions. Whether or to what extent the loss of the corpus callosum or the modest changes in the abundances of non-DGC neurons in *Wls^fl/-^;Gfap-Cre* mice might contribute to the observed learning and memory defects is currently an open question. As discussed more fully below, the dorsal hippocampus has been implicated in spatial, as opposed to olfactory, information processing, and, therefore, the nearly complete absence of DGCs in the dorsal hippocampus in *Wls^fl/-^;Gfap-Cre* mice makes this model especially well-suited for studying the contributions made by DGCs to spatial tasks.

### Canonical Wnt signaling and the development of the dentate gyrus

The *Wls^fl/-^;Gfap-Cre* DG phenotype represents one point along a continuum of hippocampal defects resulting from reduced canonical Wnt signaling in the cortical hem, which is the source of both Wnt ligands and DGC progenitors. Eliminating *Lrp6* leads to an absence of ~50% of DGCs, eliminating *Lef1* leads to an absence of nearly all DGCs, and eliminating *Wnt3a* (which is specifically expressed in the cortical hem) or replacing *Lef1* with a gene coding for a dominant negative derivative that inhibits beta-catenin-dependent gene activation by other LEF/TCF family members leads to a complete absence of the entire hippocampus (Galceran et al., 2000; Lee et al., 2000; Zhou et al., 2004). The high concentration of LEF1 in the cortical hem is consistent with a role for canonical Wnt signaling in driving proliferation among DGC progenitors. In addition to this role, canonical Wnt signaling may also have an instructive role in cell specification in the developing cortex, with a gradient of Wnt signaling generating a series of distinct neuronal fates (Machon et al., 2007).

### Molecular and regional diversity among dentate granule cells

Our snRNAseq analysis has revealed DGC transcriptome diversity along at least two distinct dimensions, one of which corresponds to the dorsal/ventral axis of the hippocampus. Transcriptome diversity along the dorsal/ventral axis could be related to functional diversity along this axis, as revealed by electrophysiological studies (Papatheodoropoulos, 2015; Kouvaros and Papatheodoropoulos, 2017), by physiological effects on target regions beyond the hippocampus (Sosa et al., 2020), and by lesion studies that have implicated the dorsal hippocampus in spatial processing and the ventral hippocampus in anxiety and olfactory learning (Kesner et al., 2011; Strange et al., 2014; Hauser et al., 2020). Although visual inspection of Allen Brain Atlas ISH patterns does not reveal large-scale anatomic correlates for DGC transcriptome diversity other than the dorsal/ventral pattern, local DGC heterogeneity is suggested by the functional heterogeneity of hippocampal CA3 pyramidal cells along the transverse and radial dimensions, which includes differences in the distribution of DGC inputs (Cembrowski et al., 2016). Additional sources of local DGC heterogeneity are the presence of adult-born DGCs at various stages of maturation (Wang et al., 2000; Chatzi et al., 2016) and changes in DGC gene expression that reflect recent changes in electrical activity (Ramirez-Amaya et al., 2013).

### Resilience of the hippocampus to developmental loss of dentate granule cells

A striking feature of the *Wls^fl/-^;Gfap-Cre* hippocampus is the minimal effect of a congenital reduction in DGC number on the transcriptomes of other hippocampal cell types. The modest changes in the number and type of CA3 pyramidal cell synapses suggest that the near absence of mossy fiber input is, at least partially, compensated by an increase in inputs from other neurons, potentially from entorhinal cortex. These features are reminiscent of other examples of robust developmental trajectories in the context of early perturbations in CNS structure or activity. For example, in the classic monocular deprivation experiments of Hubel and Wiesel, inputs to primary visual cortex from the normal eye (via the lateral geniculate nucleus) expanded to compensate for the reduced input from the sutured eye when the perturbation occurs in early postnatal life (LeVay et al., 1980). Histologic analyses of primary visual cortex showed that the cellularity and total synapse density were largely unchanged in those regions of visual cortex that normally would have received equal binocular inputs (Shatz and Stryker, 1978; Silver and Stryker, 1999). However, in other contexts, developmental perturbations lead to uncompensated changes, such as the increased cell death among dorsal root ganglion neurons that follow the surgical removal of target tissues, such as a limb, during embryonic life (Hamburger, 1992).

The developmental hypoplasia of DGCs in *Wls^fl/-^;Gfap-Cre* mice offers an alternative to existing models of DGC ablation in the mature CNS. In contrast to early developmental perturbations, the loss of mature CNS neurons is generally accompanied by reactive gliosis and by perturbations in the structure, function, and/or viability of synaptically-linked neurons (Burda and Sofroniew, 2014; Pfeiffer et al., 2020). Such secondary effects can complicate the interpretation of any resulting physiological or behavioral changes. The modest degree of secondary cellular changes in the *Wls^fl/-^;Gfap-Cre* hippocampus suggests that this model will be useful for future electrophysiological and optical interrogations of hippocampal circuit responses to a reduction in DGC inputs.

### Role of the dentate gyrus in spatial learning and memory

Impaired performance in the cognitive tasks employed in this study is consistent with a model in which DGCs enhance performance in the context of complex spatial tasks. However, as noted above, the impaired performance of *Wls^fl/-^;Gfap-Cre* mice in a simpler spatial task – finding a visible platform in the MWM pretraining sessions – suggests that the DGC loss results in broader cognitive deficits. It would be interesting to determine if increasing the contextual richness of the cognitive tasks would reveal an even greater effect of DGC input. For example, a recently developed behavioral paradigm in which a mouse runs repeatedly around a topologically closed maze demonstrates that calcium responses in a subset of hippocampal CA1 pyramidal cells were specific to both spatial location and lap number (Sun et al., 2020). This paradigm could be used to determine the extent to which the precision of lap counting depends on DGC function.

In summary, the *Wls^fl/-^;Gfap-Cre* mice described here provide the community with an approach to selective DGC reduction that (i) is distinct from the less specific colchicine ablation and neonatal irradiation approaches that have been used over the past several decades (Xavier and Costa, 2009) and (ii) is well characterized at the levels of single-cell gene expression and CA3 pyramidal cell morphology.

## Materials and methods

### Mice

Mice used for this study are as follows: *Wls^fl^* (Carpenter et al., 2010; JAX stock no. 012888)﻿ and *Tg (Gfap-Cre) 25Mes/J* (Zhuo et al., 2001; JAX stock no. 004600).

﻿Genotyping primers used for this study are as follows: ﻿*Gfap-Cre*, AR1382 (oIMR1900), 5′-ACTCCTTCATAAAGCCCT-3′ and AR1383 (oIMR1901), 5′-ATCACTCGTTGCATCGACCG-3′; *Wls^fl^* allele, P2, 5’-AGGCTTCGAACGTAACTGACC-3’ and P4, 5’-CTCAGAACTCCCTTCTTGAAGC-3’; *Wls^KO^* allele, P1, 5’-CTTCCCTGCTTCTTTAAGCGTC-3’ and P4, 5’-CTCAGAACTCCCTTCTTGAAGC-3’.

### Diffusion tensor magnetic resonance imaging

Specimen preparation. For ex vivo MRI, brains of age-matched adult *Wls^fl/-^;Gfap-Cre* and *Wls^fl/+^;Gfap-Cre* mice (three mice per genotype) were perfusion fixed in 4% paraformaldehyde (PFA) followed by overnight immersion in 4% PFA. Prior to imaging, the brains were transferred to phosphate buffered saline (PBS) with 2 mM gadopentetate dimeglumine (Gd-DTPA, Berlex Imaging, Wayne, NJ, USA) for 72 hr, and then placed in 15 mm diameter glass tubes that were filled with perfluoropolyether (Fomblin, Solvey Solexis, Thorofare, NJ, USA) to prevent dehydration.

Imaging. MRI of the mouse brains was performed on a vertical-bore 11.7 T scanner (Bruker Biospin, Billerica, MA, USA) equipped with a Micro2.5 gradient system. A 15 mm diameter birdcage coil was used for signal transmission and reception. The temperature of the brains was maintained at 37°C during imaging via thermostatically-controlled airflow integrated with the scanner. Diffusion MRI data were acquired using a three-dimensional diffusion-weighted gradient-and-spin-echo (DW-GRASE) sequence with twin navigator echoes (Aggarwal et al., 2010), using the following imaging parameters: (diffusion gradient duration)/(separation) = 3.5/15 ms, echo time (TE) = 28 ms, repetition time (TR) = 800 ms, and two signal averages. For each brain, diffusion-weighted images along 30 independent directions (b-value = 2000 s/mm^2^) and two non-diffusion-weighted images were acquired with a spatial resolution of 70 x 70 x 70 μm. The total imaging time for each brain was ~13 hr.

Image analysis. Images were reconstructed using MATLAB (Mathworks Inc, Natick, MA, USA). The k-space data were zero-filled to twice the matrix size prior to Fourier transformation. Diffusion tensors were calculated using the log-linear fitting function in DtiStudio (www.mristudio.org). For analysis, all images were aligned to one wild-type mouse brain chosen as the anatomical reference, using intensity-based linear rigid registration based on the non-diffusion-weighted images, followed by non-linear registration using large deformation diffeomorphic metric mapping (Miller et al., 2002). The derived transformations were then used to spatially normalize and reorient the diffusion tensors using the methods described in Alexander et al., 2001. From the averaged diffusion tensors of the control and mutant mouse brains, parametric fractional anisotropy (FA), primary eigenvector, and direction-encoded color maps were calculated for each group (Aggarwal et al., 2015).

### Antibodies

Antibodies used in this study were as follows: rabbit anti-LEF1 mAb (2230S, clone C12A5; Cell Signaling), chicken anti-GFP (ab13970; Abcam), rabbit anti-Calbindin D-28k (CB-38a; Swant), rabbit anti-calretinin (7697; Swant), goat anti-Prox-1 (AF2727; R&D Systems), and goat anti-Reelin (AF3820; R&D Systems). Alexa Fluor–labeled secondary antibodies were from Invitrogen.

### Tissue processing and immunohistochemistry

Tissues were prepared and processed for immunohistochemical analysis as described previously (Wang et al., 2012; Zhou et al., 2014). Briefly, embryonic brains were immersion fixed overnight at 4°C in 1% paraformaldehyde (PFA), followed by 100% MeOH dehydration overnight at 4°C. Adult mice were perfused transcardially with 4% PFA in PBS, the brains were dissected out of the skull and post-fixed in 4% PFA in PBS for several hours to overnight at 4°C followed by 100% MeOH dehydration overnight at 4°C. All tissues were rehydrated the following day in 1 × PBS at 4°C for at least 3 hr before embedding in 3% agarose. 200 μm (adult) and 100 μm (embryonic) brain sections were cut using a vibratome (Leica).

Tissue sections were incubated overnight with primary antibodies (1:500) in PBSTC (1 × PBS + 0.5% Triton X-100 + 0.1 mM CaCl_2_) plus 10% normal goat or normal donkey serum. Tissues were washed three times with PBSTC over 6–8 hr and then incubated overnight with secondary antibodies (1:500) diluted in 1x PBSTC + 10% normal goat or normal donkey serum. Tissues were then washed at least three times with PBSTC over 6 hr, flat mounted using Fluoromount G (EM Sciences 17984–25), and imaged using a Zeiss LSM700 confocal microscope using Zen Black 2012 software.

### Bulk RNAseq

Two biological replicates were sequenced per genotype. For each sample, RNA from both hippocampi from a single male mouse was extracted with TRIzol (Invitrogen 15596026) followed by purification with the RNeasy Mini kit (QIAGEN 74104). Libraries were constructed with the NEBNExt Ultra II directional library prep kit (NEB E7760L) and sequenced on an Illumina Hiseq2500. Read alignment to the mm10 reference mouse genome sequence was performed with the RSEM-1.3.0 program (Li and Dewey, 2011) using the Bowtie2-2.2.9 aligner (Langmead and Salzberg, 2012). Differential gene expression analysis was performed with EBseq 1.24.0 (Leng et al., 2013).

### snRNAseq

Two biological replicates were sequenced per genotype. For each sample, both hippocampi of a single male mouse were rapidly dissected in ice-cold homogenization buffer (0.25 M sucrose, 25 mM KCl, 5 mM MgCl_2_, 20 mM Tricine-KOH, pH=7.8). The tissue was minced with a razor blade and Dounce homogenized using a loose-fitting pestle in 5 ml of homogenization buffer supplemented with 1 mM DTT, 0.15 mM spermine, 0.5 mM spermidine, EDTA-free protease inhibitor (Roche 11 836 170 001), and 60 U/mL RNasin Plus RNase Inhibitor (Promega N2611). A 5% IGEPAL-630 solution was added to bring the homogenate to 0.3% IGEPAL-630, and the homogenate was further homogenized with five strokes of a tight-fitting pestle. The sample was filtered through a 50 μm filter (CellTrix, Sysmex, 04-004-2327), underlayed with solutions of 30 and 40% iodixanol in homogenization buffer (Sigma D1556), and centrifuged at 10,000 x g for 18 min in a swinging bucket centrifuge at 4°C. Nuclei were collected at the 30–40% interface, diluted with two volumes of homogenization buffer and concentrated by centrifugation for 10 min at 0.5 x g at 4°C. snRNAseq sequencing libraries were constructed using the 10X Genomics Chromium single cell 3’ v3 kit. Libraries were sequenced on an Illumina NovaSeq 6000.

### Analysis of snRNAseq data

Reads were aligned to a mm10 pre-mRNA index using Cellranger version 3.1.0. Libraries were merged using Cellranger and data was analyzed using both the Monocle 3 (Qiu et al., 2017) and Seurat 3.1 (Butler et al., 2018) R packages, with similar results. Using Monocle 3, expression data was log-normalized (with a pseudo-count of 1) and the lower dimensional space was calculated using principal component analysis (PCA). Batch effects were corrected using the mutual nearest neighbor algorithm as described (Haghverdi et al., 2018). The Uniform Manifold Approximation and Projection (UMAP) algorithm was used for two-dimensional reduction of the data (Becht et al., 2019). Cells were clustered using the Monocle 3 cluster_cells method, based on Louvain/Leiden community detection with default settings, with UMAP reduction as input. To identify transcript expression modules within the cluster of DGCs, we used the Monocle 3 graph_test algorithm (monocle3::graph_test) that implements Moran’s I statistics to identify pattern of expression in a two-dimensional reduced expression data. To test for differences in transcripts, the Monocle 3 implementation of regression analysis (monocle3::fit_models) was used both globally and separately on each identified cell type. For analysis with the Seurat R package, the expression data was normalized using a regularized negative binomial regression as described in Hafemeister and Satija, 2019. Data exploration, analysis, and plotting were performed using RStudio (R Studio, 2016), the tidyverse collection of R packages (Wickham, 2017), and ggplot2 (Wickham, 2009).

### Neuron reconstruction and characterization of morphological features of CA3 pyramidal neurons

To investigate the morphology of CA3 pyramidal neurons, two *Wls^fl/+^;Gfap-Cre* brains and two *Wls^fl/-^;Gfap-Cre* brains where treated with the Rapid Golgi kit (FD NeuroTechnologies) and cut at a thickness of 120 µm. The tissue was analyzed using Neurolucida on a Zeiss Axio Imager1 with an automated stage and a 100x oil objective (Numerical Aperture 1.2). The hippocampus was delineated by visual inspection of the cytoarchitecture (van Strien et al., 2009). Cells were chosen for reconstruction in area CA3b (the sharpest curve of the hippocampus). A neuron was classified for reconstruction if it possessed CA3 pyramidal cell morphology, if it had one apical dendrite and at least one basal dendrite available for tracing, and if it was located in area CA3b. Neurons were excluded if their position was in close proximity to an astrocyte or if the density of Golgi-impregnated cells in its immediate proximity was too high. Spines were either classified as thorny excrescences (complex) or as ‘other’ (simple) spines based on spine shapes as described in Sorra and Harris, 2000. Using criteria from Gonzales et al., 2001, a cluster of thorny excrescences along the dendrite was classified as a complex spine, rather than classifying each individual protrusion. Once a complex spine was identified, the maximum extent of the part of the dendrite that is covered by the spine was measured using the ‘spherical spine tool’ in Neurolucida (MBF BioScience). The diameter of the spine-tool was adjusted until it covered the maximum length that the complex spine extended along the dendrite. This variable is referred to as spine length. Nine *Wls^fl/+^;Gfap-Cre* and nine *Wls^fl/-^;Gfap-Cre* CA3 pyramidal neuron reconstructions were analyzed by extracting data from the Neuron Summary and Spine Detail functions in Neurolucida Explorer.

### Data visualization and statistical analysis

The morphological data from the neuron reconstructions were extracted from a Branched Structure Analysis in Neurolucida Explorer (MBF Bioscience). The variables extracted and used for further analysis were from the ‘Neuron Summary’ and ‘Spine Detail’ analysis option of the Branched Structure Analysis. More specifically, the length of dendrites for both apical and basal dendrites, the different spine types (simple and complex), and the number of spines per dendrite type was extracted from the ‘Neuron Summary’ analysis, while the ‘Spine diameter’ of all individual spines was extracted from the ‘Spine detail’ analysis. This ‘Spine diameter’ refers to the spine length described above. Spine density was calculated for individual dendrites by dividing the total number of spines on a dendrite by the length of that dendrite. Spine coverage on the total dendritic length represents the summed spine length divided by the summed length of all the dendrites. The final dataset was exported to MATLAB for further analysis, which included the creation of boxplots using the boxplot function and a Wilcoxon Rank Sum non-parametric hypothesis test using the ranksum function (MATLAB, 2019). The Wilcoxon Rank Sum was chosen based on inspection of plots of the data fitted to a normal distribution (normplot function, MATLAB, 2019) that indicated that every dataset had some, if not all variables violating the assumption of normally distributed data needed to conduct a student t-test.

### Stereology

To compare the presence of thorny excrescences (complex spines) along the dorsoventral extent of hippocampal area CA3 in *Wls^fl/+^;Gfap-Cre* vs. *Wls^fl/-^;Gfap-Cre* mice, a stereological investigation was conducted. Golgi-stained sagittal sections (*Wls^fl/+^;Gfap-Cre,* N = 25; *Wls^fl/-^;Gfap-Cre*, N = 26) were analyzed from one hemisphere for each genotype. The Stereo Investigator (MBF Bioscience) was used on a Axio Imager1 (Zeiss) with an automated stage and a 100x oil objective (Numerical Aperture 1.2). The optical fractionator method was used to conduct a designed-based two-stage systematic sampling (Gundersen, 1986; Gundersen et al., 1988; West and Gundersen, 1990; West et al., 1991).

The hippocampus was traced in all sections where it was present. The relevant layers were delineated by visual inspection using darkfield microscopy to visualize the pyramidal cell layer. The stratum lucidum was standardized and delineated across sections by taking the width of the pyramidal cell layer and adding a similarly shaped layer with the same width directly superficial to the pyramidal cell layer. All delineations were confirmed by an experienced researcher (M.W.) prior to starting the stereological counting. In view of the known distribution of the mossy fiber projection in stratum lucidum as well as in stratum pyramidale, dendritic branches were sampled in both layers. Based on pilot runs conducted in two hemispheres and tests of oversampling and subsampling in one section, an oversampling approach was selected. Supplementary file 1 shows the sampling parameters chosen for the final stereological run.

Thorny excrescences (complex spines) were classified based on Gonzales et al., 2001. Five complex spine subtypes were defined as follows. A ‘basic complex spine’ was defined as being >3 µm along the dendrite and >2.5 µm in height (Gonzales et al., 2001; Tsamis et al., 2010) and located on the first or second order branch transitions, which is typical of thorny excrescences (Amaral, 1978). A ‘big/prototypical complex spine’ was defined as being in the transition between the first and second order branches and >8 µm in length or consisting of more than two defined complex spines in such close proximity that they were difficult to distinguish. A ‘long complex spine’ was defined as a complex spine that extended >3 µm along the dendrite and <2 µm in height. A ‘tall complex spine’ was defined as a complex spine that extended <3 µm along the dendrite and >2 µm in height. A ‘thin complex spine’ was defined as a complex spine in which individual branches and spine heads could be resolved.

All stereological runs achieved an acceptable Gundersen coefficient of error (CE) (Glaser and Wilson, 1998), indicating that the sampling was representative. The estimated area, volume, and mean thickness of sections was approximately the same between the *Wls^fl/+^;Gfap-Cre* and *Wls^fl/-^;Gfap-Cre* samples. Supplementary file 2 shows that the total area is slightly larger in the *Wls^fl/-^;Gfap-Cre* sample and the estimated volume is slightly larger in the *Wls^fl/+^;Gfap-Cre* sample. This apparent inconsistency is explained by the four missing sections in the *Wls^fl/+^;Gfap-Cre* sample, since the total area represents the actual delineated area whereas the estimated volume takes into account the missing sections.

### Statistical analysis

All the counted spines from the stereological run from both animals was organized in a datasheet to test if there was any significant differences in the mean number of counted spines between the *Wls^fl/+^;Gfap-Cre* hemisphere and *Wls^fl/-^;Gfap-Cre* hemisphere. Since a test of normality showed that the data was non-normal, we chose the Mann-Whitney-Wilcoxon test.

### Behavioral testing: baseline neurological testing

At Johns Hopkins University, three standard neurological tests were administered.

- Open field. Locomotor activity was assessed over 30 min in a 40 × 40 cm activity chamber with infrared beams (San Diego Instruments). Horizontal activity, as well as time spent in the center or periphery of the chamber, was automatically recorded.
- Rotarod. Mice were placed on the rotarod with a starting speed of 4 rpm and an acceleration of 6 rpm/min. The time at which each mouse dropped from the rotating rotarod was recorded. Over three days, each mouse was given three trials per day with a 2 min inter-trial interval.
- Elevated plus maze. Anxiety-related behavior was evaluated using the elevated plus maze test. Mice were placed in the center of a 54 cm high maze consisting of two open and two closed 66 cm long arms for 5 min. Distance traveled and time spent in the open and closed arms was automatically recorded using Topscan tracking software (Cleversys).

At New York University, seven standard neurological tests were administered to each mouse prior to the active place avoidance test battery.

- Vertical screen test. The mouse was placed on a square, horizontally-oriented flat cage top with 1 cm spacing between the bars. The cage top was slowly rotated 90° to a vertical position and whether the mouse showed a climbing response within 30 s was recorded.
- Negative geotaxis test. The same cage top was used as in the vertical screen test. The cage top was placed at a 45° angle on a desk. The mouse was placed on the cage top, facing downwards. The latency to turn and orient with the head facing upwards was recorded. Latency times were averaged over three trials.
- Parallel bars. A pair of bars (1 m long, 3 mm diameter) were placed at a height of 50 cm and parallel to each other, with 3 cm spacing between them. The mouse was placed in between the two bars, perpendicularly, and the time to grasp the bars and turn 90° was recorded, up to 30 s. Latency times were averaged over two trials.
- Visual placing response. The mouse was suspended by the tail and moved downward near to the edge of a table. The experimenter noted whether the mouse reached to grab onto the table edge. The reflex was tested three times with each mouse receiving a score between 0 and 3.
- Body suspension test. The mouse was held by the tail, so it could grasp and hang from a 4 mm diameter bronze bar (20 cm long and suspended 30 cm above the bench surface). The time to drop from the bar was recorded, up to 30 s. If the mouse climbed up onto the bar, the time was counted as 30 s. The test was repeated three times.
- Spontaneous grooming. A mouse was placed in a novel cage and its behavior was recorded for 5 min from the side with a cellphone video camera. The total time the mouse was observed to be grooming was recorded. Grooming behavior was classified into four categories: 1, washing front paws, snout, and head; 2, licking back and front body fur; 3, scratching head with hind paw and licking hind paw; and 4, washing tail.
- Elicited grooming. Five minutes after the spontaneous grooming test, each mouse was sprayed twice with water. Behavior was recorded for 5 min with a cellphone video camera and scored as in the spontaneous grooming test.

### Behavioral testing: spatial cognition and memory

#### Y-maze spatial recognition and memory

The Y-maze consists of three 38 cm-long arms (San Diego Instruments). During the training phase, one arm of the Y-maze was blocked. The mouse was placed at the end of one of the two open arms and allowed to explore for 5 min. After a 30-min inter-trial interval, the test phase began: the blockade was removed, and the mouse was allowed to explore all three arms of the maze for 5 min. Distance traveled and time spent in each arm was automatically recorded using Topscan tracking software (Cleversys). Data from the first 2 min of the test phase were used to evaluate percent time spent in the novel arm.

#### Barnes maze

The Barnes maze test was based on the protocol used by Rahn et al., 2012. Briefly, a brightly lit (1100 lux) Barnes maze with 40 evenly spaced holes and an escape box placed under one of the holes was used (Maze Engineers). During training, each mouse was placed in the center of the maze and allowed to explore the maze for 3 min per trial. During the trial, the number of head dips and the latency to find and then enter the escape box were recorded. Mice were given four trials per day for four days. 48 hr following training, mice were given a probe trial, with the number of head dips and latency to find and then enter the escape box recorded.

#### Trace fear conditioning

Trace fear conditioning was conducted as previously described in Terrillion et al., 2017. Briefly, over three consecutive days, trace fear conditioning consisted of a habituation day, a training day, and a test day. On the habituation day, the mouse was exposed to the shock box (Coulbourn) for 10 min. On the training day, the mouse was placed in the shock box and given a 2-min habituation, after which a 20 s white noise tone (80 db, 2000 Hz) was delivered. Twenty seconds following the termination of the tone, a scrambled 2-s 0.5 mA shock was delivered. The tone-shock pairing was repeated three additional times. On the test day, the mouse was placed in the shock box for 3 min to measure freezing in response to context. The mouse was then placed in a separate context and freezing in response to the 20 s white noise tone was measured. Freezing behavior was automatically scored using Freezescan software (Cleversys).

#### Morris water maze

The Morris water maze test (MWM) was based on the protocol previously described in Pletnikov et al., 2008. The maze consisted of a circular stainless-steel tank 4 m in diameter filled with room temperature water made opaque with white tempera paint for the training, probe, and reversal trials. During the pretraining phase, a 10 cm platform was placed 1 cm below clear water in the center of a 2-m diameter stainless-steel cylinder in the MWM. For each mouse, the test protocol was as follows. The mouse was placed inside the perimeter of the cylinder and given 60 s to escape onto the visible platform throughout six trials in one day. During the hidden platform training phase, a 10 cm platform was placed in a fixed location in the maze, with the top of the platform hidden beneath 1 cm of water. The mouse was placed in the maze around the perimeter in one of four start positions in a semi-random fashion throughout six trials each day for three consecutive days. The mouse was allowed to search for the platform for 60 s, and, after finding the platform, to remain there for 15 s. Escape latency was recorded for each trial. 24 hr following the hidden platform training phase, the mouse was tested in one 60 s probe trial. Latency to cross into the platform area, number of crossings in the platform area, and time spent in the platform quadrant were measured using Anymaze tracking software (Stoelting). During the reversal phase, the hidden platform was placed in the MWM in a different quadrant from that used during the training phase. As in the training phase, the mouse was placed in the maze around the perimeter in one of four start positions in a semi-random fashion throughout six trials each day for two consecutive days. The mouse was allowed to search for the platform for 60 s and, after finding the platform, to remain there for 15 s. Escape latency was recorded for each trial. Path efficiency to the target was by calculating (i) the length of a straight line from the location where the mouse was placed in the tub to the platform, (ii) the distance that the mouse swam from its starting location to the first time it arrived at the platform (‘arrival’ being defined as the center of the mouse’s body crossing an 8 cm diameter circle centered on the platform), and (iii) the fraction consisting of the first value divided by the second value, giving a number between 0 and 1.

### Place avoidance training

The place avoidance apparatus and testing protocol are based on those described in Cimadevilla et al., 2001 and Kubík and Fenton, 2005.

#### Apparatus

 The apparatus was placed in the vivarium 2 m from the rack that housed the mouse cages. A 40 x 40 cm floor made of parallel stainless-steel rods was used. The grid floor was elevated 70 cm on a motorized turntable that could rotate at 1 rpm. A clear plastic cylindrical wall inscribed a circular space on the floor to contain the mouse. While in the test arena, the mouse could see multiple landmarks in the room including shelves, desks, and a pair of poles supporting a curtain rod on which white plastic curtains hung to visually separate the apparatus from the experimenter and rack of cages. An overhead digital video camera was connected to a computer running video- tracking software (Tracker; Bio-Signal Group) to determine the position of the mouse at 33 millisecond intervals. The software could trigger a mild foot shock that was scrambled across the five electric poles of the grid floor. Two test arenas were used. They differed in their location in the room and one arena had plastic ties on some of the bars on the grid floor to distinguish it. Mice were transported between the home cage and test arena in a small plastic cup.

#### Experimental design and protocol

Training took place during the light phase of a 12:12 (light:dark) cycle, with lights on at 7 AM. There were five behavioral phases, each designed to evaluate one aspect of spatial behavior across multiple trials. Each trial was 10 min in duration. No physical changes were made to the test arena during the first four phases except for the presence or absence of a foot shock.

- Open field. The arena was stationary. On day 1, each mouse was allowed to explore the arena for 10 min on two trials separated by 1 hr. The mouse was returned to its home cage between trials. The distance traveled in the equal-area circle and annulus of the arena was measured.
- Initial Training. The arena was rotating at 1 rpm. On day 2, pretraining began and each mouse was allowed to explore the arena for 10 min with no shock, as in the open field test conditions, except the arena was rotating. After a 1 hr rest in the home cage, active place avoidance training began. The mouse was placed in the apparatus for three trials and returned to its home cage for the 1 hr separation between trials. The environment was identical to the pretraining condition, except that the mouse received a mild 500 ms, 600 Hz, 0.2 mA constant current foot shock if it entered a 60° sector that was designated the shock zone. The shock was repeated every 1.5 s until the mouse left the shock zone. The track of the mouse was stored and automatically analyzed offline with TrackAnalysis software (Bio-Signal Group). The total distance walked on the arena surface was computed to evaluate locomotor activity. To evaluate learning, each entrance into the shock zone was recorded as an error. The latency to first enter the shock zone was determined to evaluate between-session place avoidance memory, and the maximum time between entrances to the shock zone was computed to evaluate within-session place avoidance memory. On day 3, one day after training, the mouse was returned to the arena to assess 24 hr retention of place avoidance memory. The conditions and end-point measures were identical to those used in the training trial on the previous day.
- Conflict Training. The arena was rotating at 1 rpm. On day 3, 1 hr after memory retention was assessed with the shock zone activated, the mouse was returned to the arena with the identical conditions as during initial training, except that the shock zone was relocated 180° to the opposite side of the arena, where the mouse had previously preferred to visit to avoid the shock. There were two 10 min trials to learn the new location of the shock zone with a 1 hr inter-trial interval when the mouse was in its home cage. The same end-point measures were assessed as in the initial learning trials.
- Extinction. The arena was rotating at 1 rpm. On day 4, one day after conflict training, the mouse was returned to the arena under conditions that were identical to the prior training except that the shock was turned off. The mouse received two 10 min trials separated by a 1 hr rest in the home cage, and the same end-point measures were used to evaluate the response to learning that the shock was no longer present.
- Novel environment. The arena was rotating at 1 rpm. On day 6, 2 days after extinction training, the mice were moved to a new apparatus that was located in a different part of the room (different visual environment), and a pad below each grid floor was scented with a drop of vinegar. The mice received a 10 min pretraining session with the shock off and after a 1 hr rest in the home cage they received three 10 min training trials with the shock activated in a 60° sector. The mice rested for 1 hr in the home cage between trials and the same end-point measures evaluated spatial behavior.

#### T-maze alternation (L/R discrimination)

The T-maze was constructed with 50 cm tall opaque black-walls on a 40 cm square grid floor. The mice were moved from their cage to the apparatus in a plastic cup and placed in the start arm. They were allowed to explore the T-maze for 1 min and then were removed in the plastic cup. Training began by placing the mouse in the start arm, and, after 5 s, 500 ms, 60 Hz, 0.3 mA shocks began until the mouse escaped to one of the arms that was designated the safe arm. After 10 s in the safe arm, the mouse was removed and returned to the start arm for the next trial. The response was scored as correct if the mouse avoided the shock by escaping within 5 s. The mouse received 10 trials and was then returned to the home cage for a 15 min rest. After the rest, another set of 10 trials began with the safe arm relocated to the opposite side. The mice received a total of four sets of 10 trials with the safe arm alternating left and right between each set of 10 trials. The number of trials required to meet a criterion of two successful escapes was used to evaluate L/R discrimination.

## Data Availability

Sequencing data have been deposited in GEO under the accession code GSE157983. The following dataset was generated: RattnerATerrillionCEJouCKlevenTHuSFWilliamsJHouZAggarwalAMoriSShinSGoffLAWitterMPPletnikovMFentonAANathansJ2020Developmental, cellular, and behavioral phenotypes in a mouse model of congenital hypoplasia of the dentate gyrusNCBI Gene Expression OmnibusGSE15798310.7554/eLife.62766PMC757773833084572

# Supplementary material for: Developmental, cellular, and behavioral phenotypes in a mouse model of congenital hypoplasia of the dentate gyrus
**Source:** eLife. 2020 Oct 21;9:e62766. doi: 10.7554/eLife.62766
**Supplement:** Supplementary file 1. — Mouse identification numbers are indicated beneath the genotype.

Supplementary file 1. Sampling parameters chosen for the Optical Fractionator Probe for two hemispheres. Mouse identification numbers are indicated beneath the genotype.

|  | *Wls^fl/+^;Gfap-Cre* (4931) | *Wls^fl/-^;Gfap-Cre* (4908) |
| --- | --- | --- |
| Number of sections counted | 25 | 26 |
| Number of missing sections | 4 | 0 |
| Section interval | 1 | 1 |
| Sampling grid | 65x65 um | |
| Counting frame | 50x50 um | |
| Dissector height | 70 m | |
| Guard Zone | 5 % | |

# Supplementary material for: Developmental, cellular, and behavioral phenotypes in a mouse model of congenital hypoplasia of the dentate gyrus
**Source:** eLife. 2020 Oct 21;9:e62766. doi: 10.7554/eLife.62766
**Supplement:** Supplementary file 2. — Mouse identification numbers and left hemisphere (LH) designation are indicated beneath the genotype.

Supplementary file 2. Area sampling outcomes of the Optical Fractionator Probe for two hemispheres. Mouse identification numbers and left hemisphere (LH) designation are indicated beneath the genotype.

|  | *Wls^fl/+^;Gfap-Cre* | *Wls^fl/-^;Gfap-Cre* |
| --- | --- | --- |
|  | (4931 LH) | (4908 LH) |
| ***Estimated volume (µm3)*** | 5738854000 | 513914000 |
| ***Area sampled(µm2)*** | 4046620 | 4282620 |
| ***Missing sections*** | 4 | 0 |
| ***Total thickness weighted*** | 90610,5 | 53516,9 |
| ***Thickness sites with counts*** | 86,95 | 80,12 |
| ***Sites with counts*** | 369/1415 (26 %) | 329/1433 (22 %) |

# Supplementary material for: Developmental, cellular, and behavioral phenotypes in a mouse model of congenital hypoplasia of the dentate gyrus
**Source:** eLife. 2020 Oct 21;9:e62766. doi: 10.7554/eLife.62766
**Supplement:** Supplementary file 3. — Using an optical fractionator probe, complex spines were classified and counted in the left hemisphere of Wlsfl/+;Gfap-Cre and Wlsfl/-;Gfap-Cre mice. The table shows the number of counted spines and, in parentheses, stereologically estimated spines. Five distinct complex spine subtypes were classified: basic, big/prototypical, long, thin, and tall.

Supplementary file 3. Stereological analyses of complex spines in CA3. Using an Optical Fractionator probe, complex spines were classified and counted in the left hemisphere of *Wls^fl/+^;Gfap-Cre* and *Wls^fl/-^;Gfap-Cre* mice. The table shows the number of counted spines and, in parentheses, stereologically estimated spines. Five distinct complex spine subtypes were classified: basic, big/prototypical, long, thin, and tall.

|  | *Wls^fl/+^;Gfap-Cre* | *Wls^fl/-^;Gfap-Cre* |
| --- | --- | --- |
|  | (4931 LH)  count (estimate) | (4908 LH)  count (estimate) |
| ***Basic spines*** | 453 (1115) | 212 (408) |
| *Gundersen Coefficient of Error* | 0,05 | 0,07 |
| ***Big/prototypical spines*** | 107 (263) | 31 (59) |
| *Gundersen Coefficient of Error* | 0,1 | 0,18 |
| ***Long spines*** | 178 (438) | 167 (321) |
| *Gundersen Coefficient of Error* | 0,08 | 0,08 |
| ***Tall spines*** | 209 (514) | 180 (346) |
| *Gundersen Coefficient of Error* | 0,07 | 0,07 |
| ***Thin spines*** | 99 (246) | 74 (142) |
| *Gundersen Coefficient of Error* | 0,1 | 0,12 |
| ***Total spines*** | 1046 (2576) | 664 (1292) |
| *Gundersen Coefficient of Error* | 0,03 | 0,04 |

# Supplementary material for: Developmental, cellular, and behavioral phenotypes in a mouse model of congenital hypoplasia of the dentate gyrus
**Source:** eLife. 2020 Oct 21;9:e62766. doi: 10.7554/eLife.62766
**Supplement:** Supplementary file 4. — The data shown here were collected on the cohort of mice tested at New York University (Figures 6 and 7). N = 15 Wlsfl/+;Gfap-Cre mice; N = 14 Wlsfl/-;Gfap-Cre mice.

Supplementary file 4. Baseline neurological tests and their outcomes. The data shown here were collected on the cohort of mice tested at New York University (Figures 6 and 7). N=15 *Wls^fl/+^;Gfap-Cre* mice; N=14 *Wls^fl/-^;Gfap-Cre* mice.

| **Test** | **Outcome**  [measure] | *Wls^fl/+^;Gfap-Cre*  avg ± s.e.m. | *Wls^fl/-^;Gfap-Cre*  avg ± s.e.m. | **t value**  (df = 28) | **p** |
| --- | --- | --- | --- | --- | --- |
| Vertical screen | Climb up in 30s [0,1] | 1 ± 0.0 | 0.93 ± 0.07 | 0.96 | 0.34 |
| Spontaneous grooming | Time grooming in 5 min [s] | 17.7 ± 5.1 | 37.2 ± 12.3 | 1.46 | 0.15 |
| Elicited grooming | Time grooming in 5 min [s] | 158.0 ± 13.9 | 196.0 ± 14.1 | 1.92 | 0.07 |
| Parallel bars | Time to turn 90° [s] | 15.71 ± 3.0 | 14.8 ± 2.3 | 0.24 | 0.81 |
| Visual placing response | 3 trials  [0,1] | 3.0 ± 0 | 3.0 ± 0 | 0.0 | 1.0 |
| Negative geotaxis | Time to turn up  [s] | 14.1 ± 2.1 | 24.1 ± 1.4 | 2.02 | 0.05 |
| Suspension test | Time to drop  [s] | 26.5 ± 2.3 | 28.8 ± 1.2 | 0.90 | 0.38 |

How the deposited data were processed for this re-analysis (not part of the article)

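Bulk RNAseq and snRNAseq were each made from 2 mutant and 2 control mice, and the 8 samples were assigned to genotype and replicate from their labels and the methods. For bulk RNAseq the authors aligned reads to the mm10 mouse genome with RSEM and Bowtie2 and deposited for each library an expected count per gene, which divides reads that fit several genes, and the TPM value that RSEM computes from it, relative to all transcripts of the library. The TPM values were not used here. The authors also deposited a matrix of signal, which is the expected count of each gene divided by 1 size factor per library. For snRNAseq the authors aligned reads to a pre-mRNA index of mm10 with Cellranger and deposited the UMI count of each gene in each nucleus, without normalization, for the nuclei they kept. They also deposited for each nucleus a size factor, the ratio of its total UMIs to the geometric mean over all nuclei, which differed from a factor recomputed from the matrices by ratios of 1.005 to 1.009, and a cell type. Alignment, cell calling, batch correction, clustering and annotation are thus the authors'. Gene positions and classes were taken from the GRCm38 annotation (gencode vM21).

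The expected counts were rounded to whole numbers and compared between genotypes with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (R 4.3.3, edgeR 4.0.16), after filterByExpr and TMM scaling, with the paper's thresholds of FC above 3 and FDR below 0.05. EBSeq and the regression of Monocle 3, which the authors used, were not run here. Standard errors are the size of the log2 fold change over the root of the F statistic. Sets of cell type transcripts were built from control nuclei with a pseudocount of 1 CPM and tested with camera and fry in limma 3.58.1, with p adjusted by Benjamini-Hochberg over the 11 cell type sets and, separately, over the 7 lists. A called gene was assigned to its highest cell type where it reached 1 CPM. Genes called lower were assigned from control nuclei, and genes called higher from the nuclei of all samples. In snRNAseq the mouse was the replicate. UMIs were summed per sample and cell type, for types with at least 10 nuclei in every sample, and compared in edgeR at FC above 2 and FDR below 0.05. Numbers of nuclei per type were compared in edgeR with the total nuclei of a sample as library size. Shares of nuclei with a UMI were also computed after each nucleus was thinned to 1500 UMIs with a fixed seed. Odds ratios between transcripts were computed within 5 strata of UMIs. R2 was computed on log10(UPM + 1). Scrublet, in scanpy 1.11.5, was run on each sample for an alternative without doublets, and it is taken not to have worked in mutant replicate 1, where it marked 1 nucleus, under 0.5% of them. Other computations used numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The tests were first tested on simulated data with 2 samples per genotype and 200 changed genes. Of these, 99% were recovered in bulk RNAseq over 20687 genes at 6-fold, with 1 false call, and at 4-fold 99.5% in CA1, 89.5% in DGCs, 90.5% in mossy cells, 95.5% in astrocytes and 97.5% in excitatory neurons, over 16785, 15003, 7289, 11482 and 14991 genes. The changed genes were drawn from those above a minimum mean count, and all genes of a comparison were given the same fitted spread. Such data hold no mouse-to-mouse differences beyond the fitted spread.

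The genes named are those the paper names for its RNAseq or snRNAseq data in its text, legends or the panels of Figure 3 and its supplements, *Wls*, the genes of the choroid plexus list, and for each test the 5 largest rises and 5 largest falls past the thresholds with both mutant samples outside the range of the control samples. *Xist* and *Ddx3y* were chosen to test the sex of the mice, and other genes that characterise clusters of nuclei were chosen after their values were seen. This rule, the designs, the lists of transcripts of choroid plexus, meninges, neocortex layers, thalamus, subiculum and striatum and of immediate early genes, and all alternatives except those said to be added were chosen before the data were examined. The alternatives were DESeq2 (1.42.0), RLE in place of TMM, no filter on low counts, the authors' matrix as log2(value + 1) in limma, the replicate number as a block, other fold changes, sets of 15 or 60 genes, other totals, scalings and selections of nuclei, and each sample left out in turn. Ranges of p over the unpaired alternatives leave out the block. A value where DESeq2 gives no adjusted p was left out. With 2 samples per group, no test of outliers and no count over other splits of the samples was made, and an exact two-sided permutation test cannot go below p = 0.33.

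Depth sets the precision. A share of nuclei was given with the exact 95% binomial interval, and a count of 0 with the limit of 3 counts. Both cover counting error only. Libraries of bulk RNAseq held between 56002381 and 79576196 expected counts, and those of snRNAseq between 5304 and 10460 nuclei and between 26307081 and 76486132 UMIs. Mutant replicates 1 and 2 had 90 and 463 DGC nuclei, against 2336 and 2007 in control replicates 1 and 2, and shares within mutant DGCs are the less precise. The deposited cell types of the neurons include clusters whose leading genes go against their names, and the classes were used as deposited and by cluster number. Not all leading genes of the clusters are reported here.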

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

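The test of the class of inhibitory cluster 15 was chosen after the result was seen, and the tests of choroid plexus and of striatal tissue were chosen before it.

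Choroid plexus nuclei numbered 184 in mutant replicate 2 of the snRNAseq data, 9 in control replicate 1, and 0 in mutant replicate 1 and control replicate 2, where a count of 0 allows a share of up to 0.0566% and 0.0417%. The paper discusses choroid plexus for the bulk samples and not for these nuclei, and the number drew attention because a single sample holds most of them. Without mutant replicate 2 the mutant has 0 such nuclei. In the bulk libraries the mutant samples also differ from each other. The labels give the bulk and the snRNAseq sample of mutant replicate 2 the same code without saying what it stands for. The methods take both hippocampi of a single mouse for each sample. In CA1 nuclei of mutant replicate 2 *Ddx3y* was at 25.9 CPM and *Xist* at 3.05 CPM, against 0.352 and 230.1 CPM in its bulk sample. These values argue against a single mouse behind both samples. The median ratio over the fixed choroid plexus list was 7.25 between the mutant bulk samples and 1.84 between the control bulk samples, which is consistent with tissue carried over in the dissection in amounts that differ between samples. A change of the choroid plexus with the genotype stays open and was not tested.

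Inhibitory cluster 15 held 143 and 102 nuclei of mutant replicates 1 and 2 and 15 and 1 nuclei of control replicates 1 and 2. It drew attention because nearly all its nuclei come from mutant samples and the paper does not report on it. The tables argue against striatal tissue. The median CPM of the striatum list in cluster 15 was 0.114 times that of the highest other inhibitory cluster, which is cluster 14. It was 1.11 CPM, below the 4.00 and 1.82 CPM of clusters 5 and 12 and above the 0.94 CPM of cluster 18 and the 0.565 CPM of CA1 nuclei, whereas striatal nuclei would put it above every other cluster. The label may be wrong. The median CPM of inhibitory neuron transcripts, with *Gad1* and *Gad2* left out, was 6.42% of the lowest of inhibitory clusters 5, 12 and 18, as glutamatergic nuclei under an inhibitory label would give. *Slc17a7* was at 158 CPM in cluster 15 and at 36.9 CPM in cluster 5, and *Gad1* at 8.35 and 208 CPM. The median over the thalamus list was 15.6 CPM in cluster 15 and 8.27 CPM in CA1 nuclei, and neither a neighbouring brain region in the dissection nor a change with the genotype was excluded.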

How the results depend on the processing

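The alternatives in which each neuron cluster is tested on its own, and in which cluster 15 is counted with excitatory neurons without clusters 14 and 19, were chosen after seeing the data. The second was set after the shares had been compared with the paper's, and its values are not counted as stability.

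Genes lower in the bulk mutant samples numbered 41, and 112 with no filter on low counts and 76 at a fold change threshold of 2. RLE, DESeq2 and the authors' matrix gave counts within 1.5 times, 41, 54 and 45. Genes higher numbered 4, and 66 in DESeq2, 201 with no filter, and 4, 6 and 6 with RLE, the authors' matrix and a fold change threshold of 2. Left out in turn, the samples gave 0 to 147 genes lower and 0 to 248 higher. The lone sample that this leaves in a genotype is assumed to vary like the others. Both counts were 0 in edgeR without either control sample. Without control replicate 1, 118 genes were lower and 190 higher at an unadjusted p below 0.05 and FC >3, and without control replicate 2, 109 and 123. DESeq2 was not run with samples left out. The cause was not tested.

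The DGC set stayed below 0 with an adjusted camera p under 0.05 in each alternative and with each sample left out. In fry its adjusted p was 0.0516 without control replicate 1 and under 0.05 without control replicate 2 and in the alternatives that keep every sample, apart from the block, and 0.309 and 0.283 without mutant replicates 1 and 2. RLE left each of the 18 sets and lists with its sign and its side of an unadjusted camera p of 0.05, the threshold used below. With 15 genes per set the median log2 fold change was 0.20 for CA2, whose camera p no longer passed 0.05, -0.059 for excitatory neurons and 0.052 for OPC, the last pair reversed in sign. With 60 genes it was 0.045 for OPC, also reversed, and 0.13 for astrocytes, now with a camera p under 0.05, as had the immediate early list in the authors' matrix, with a median of 0.18. The thalamus list had a median of -0.0072 in the authors' matrix, reversed from 0.0089. With each sample left out in turn, the median ranged over 0.13 to 0.19 for CA2 pyramidal cells, -0.016 to 0.19 for excitatory neurons, -0.14 to 0.030 for mossy cells, -0.062 to 0.10 for microglia, 0.057 to 0.48 for oligodendrocytes, -0.063 to 0.050 for OPC, -0.43 to 0.26 for the meninges list, -0.17 to 0.17 for the thalamus list and -0.15 to -4.8e-04 for the subiculum list. The cause of these changes was not tested.

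The log2 fold change of the DGC share was -3.60 with TMM scaling, past an FDR of 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and over the unpaired alternatives the FDR ranged from 0.0205 to 0.775. With DGCs left out of the total, the log2 fold changes of the shares of CA2 (-0.47), CA3 (-0.30) and mossy cells (-0.12) changed sign, since fewer DGCs raise every other share of a total that includes them. Without scrublet doublets, 13 of the shares kept their sign and their side of the FDR threshold, but scrublet did not work in mutant replicate 1. Every nucleus has at least 1500 UMIs, and the alternative of at least 1000 UMIs therefore moved nothing. With each sample left out in turn, the log2 fold change ranged over -0.15 to 0.29 for CA2 pyramidal cells, -0.12 to 0.47 for CA3 pyramidal cells, -5.14 to 9.08 for choroid plexus, -0.45 to 5.78 for EC, -0.019 to 0.72 for mossy cells, -0.98 to 0.35 for OPC, -1.30 to 0.21 for astrocytes, -3.51 to 0.18 for microglia and -2.70 to 0.74 for oligodendrocytes. In samples without choroid plexus or EC nuclei these fitted values are no bounds.

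Genes changed in snRNAseq numbered 336 over all cell types, 1595 with no filter, and 358 to 2026 with each sample left out in turn. In edgeR 0 were called in CA1 pyramidal cells, 0 were called in CA3 pyramidal cells and 0 were called in excitatory neurons, with 299, 474 and 398 at an unadjusted p below 0.05 and FC >2, and 1 in CA2 pyramidal cells, 220 in DGCs, 43 in mossy cells, 12 in OPC, 44 in astrocytes, 3 in inhibitory neurons, 4 in microglia and 9 in oligodendrocytes. At a fold change threshold of 1.5 there were 387 over all types. DESeq2 called 23 in CA1 pyramidal cells, 4 in CA2 pyramidal cells, 85 in CA3 pyramidal cells, 17 in mossy cells, 2 in OPC, 18 in astrocytes, 36 in excitatory neurons, 57 in inhibitory neurons and 0 in microglia, with 9 microglia genes at an unadjusted p below 0.05 and FC >2 in DESeq2. With no filter there were 25 in CA1 pyramidal cells, 87 in CA2 pyramidal cells, 277 in CA3 pyramidal cells, 556 in DGCs, 146 in mossy cells, 36 in OPC, 125 in astrocytes, 80 in excitatory neurons, 213 in inhibitory neurons and 47 in oligodendrocytes, and RLE gave 8 in microglia. Tested each on its own, the clusters gave 5 different genes over the excitatory and 7 over the inhibitory clusters. With each sample left out in turn, edgeR called 22 to 92 in CA1 pyramidal cells, 1 to 218 in CA2 pyramidal cells, 35 to 625 in CA3 pyramidal cells, 0 to 571 in DGCs, 0 to 153 in mossy cells, 5 to 58 in OPC, 0 to 172 in astrocytes, 13 to 248 in excitatory neurons, 114 to 265 in inhibitory neurons, 0 to 14 in microglia and 19 to 52 in oligodendrocytes. Without mutant replicate 2, where DGCs, mossy cells and microglia had 0, 1166, 446 and 344 genes had an unadjusted p below 0.05 and FC >2. In astrocytes the 0 came without either control sample, with 255 and 542 such genes. The cause was not tested.

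In excitatory neurons the log2 fold change of *Trps1* was 2.01 in DESeq2 and 2.01 with no filter, and that of *Cntnap5a* 1.19 and 1.19, now past the FDR threshold. Left out in turn, every sample but control replicate 2 brought *Trps1* past it, and either mutant sample *Cntnap5a*. They ranged over 1.69 to 2.40 and 1.14 to 1.27 with each sample left out. The difference in mean UMIs of *Trps1* was 0.711 over all excitatory neuron nuclei, against 2.88 over those with a UMI. Of the transcripts compared in DGCs, 23 had mean levels per expressing nucleus within 1.5-fold between genotypes, and 7 over all DGC nuclei, where nuclei without a UMI enter the mean. With each sample left out it was 15 to 23, the lowest without mutant replicate 2, where 21 transcripts had a level in both genotypes, and the cause was not tested. R2 over genes with at least 10 UPM was 0.962 in CA1, 0.943 in CA3, 0.907 in DGCs, 0.948 in excitatory neurons and 0.949 in inhibitory neurons. Thinning moved 6 of the 9 shares of DGCs with a UMI, and leaving out mutant replicate 2 moved 4. Leaving out any other sample moved none.

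Of the 24 bulk genes under the naming rule that were past an FDR of 0.05 over all samples, 24 were not past it without control replicate 1 and 24 without control replicate 2. Without mutant replicate 1 or mutant replicate 2 none was lost, and 43 and 25 others came past it. In snRNAseq 68 pairs of such a gene and a cell type were past it, of which 22, 52 (of 64 with a value), 20 and 26 were lost without mutant replicate 1, mutant replicate 2, control replicate 1 and control replicate 2, 17 of 45 with an adjusted p in DESeq2, and 2 with no filter. Of those past it, 0 bulk genes and 0 pairs changed sign under an alternative that gave a value. Of those not past it, 31 of 93 bulk genes and 16 of 99 pairs changed sign under at least 1. Mutant replicate 1 has 27 mossy cell and 13 microglia nuclei, against 90 DGC nuclei, and these numbers limit what can be said of these types there.

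With the replicate number as a block, edgeR called 24 bulk genes lower, 23 of them among the 41, and 2 higher, 0 of them among the 4. Of the same 24 named bulk genes, 13 no longer passed the FDR threshold, *C1ql2* and *Dynlrb2* among them. The correlation of the deviations of same-numbered bulk samples over 5000 genes was 0.0343, and the paper's text does not tie the numbers to litters or days, although in both genotypes *Xist* was far higher in replicate 2 than in replicate 1. In snRNAseq, checked after seeing the data, the correlation was 0.488 in CA1, 0.515 in CA3, 0.520 in excitatory neurons, 0.522 in inhibitory neurons, 0.374 in DGCs and 0.0237 to 0.234 in the other types. Same-numbered nuclei samples thus deviate together in several types, and whether a shared batch or their depth is the cause was not tested. The block left each share of nuclei with its sign and its side of the FDR threshold, moved the thalamus list to -0.0053, and gave 2014 changed genes over all cell types, with 124 in CA1 pyramidal cells, 136 in CA2 pyramidal cells, 307 in CA3 pyramidal cells, 569 in DGCs, 203 in mossy cells, 39 in OPC, 92 in astrocytes, 207 in excitatory neurons, 246 in inhibitory neurons and 87 in oligodendrocytes. Under the block *Trps1* was at 2.01 and *Cntnap5a* at 1.20, both past the FDR threshold.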

Differences from the paper's values

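Apart from r in place of R2, no test reported here was chosen after the result was seen, and all alternatives were set before the data were examined.

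Of the transcripts lower in the bulk mutant samples, 28 had DGCs as their highest cell type, and the paper's number for DGC transcripts is 55. The criteria differ. The paper counts transcripts specific to DGCs or enriched in them among its EBSeq calls, with cell types from the Allen Brain Atlas and Hipposeq. The 28 are those with their highest level in DGC nuclei among the 41 called by edgeR. Values within 1.5 times of the paper's were 40 with no filter, 56 with mutant replicate 1 left out and 47 with a fold change threshold of 2. The other alternatives gave 35 with DESeq2, 28 with RLE, 30 with the authors' matrix, 30 with mutant replicate 2 left out, 0 with control replicate 1 left out and 0 with control replicate 2 left out, and the replicate number as a block also lay outside that range.

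Transcripts higher in the bulk mutant samples numbered 4, and the paper's number is 34. No alternative came within 1.5 times of it, the replicate number as a block included. The others gave 66 with DESeq2, 4 with RLE, 201 with no filter, 6 with the authors' matrix, 248 with mutant replicate 1 left out, 75 with mutant replicate 2 left out, 0 with control replicate 1 left out, 0 with control replicate 2 left out and 6 with a fold change threshold of 2. Those with choroid plexus as their highest type numbered 1, and the paper's number of choroid plexus transcripts is 27. The alternatives gave 50 with DESeq2, 1 with RLE, 105 with no filter, 1 with the authors' matrix, 158 with mutant replicate 1 left out, 15 with mutant replicate 2 left out, 0 with control replicate 1 left out, 0 with control replicate 2 left out and 1 with a fold change threshold of 2, and none of them, nor the block, came within 1.5 times.

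R2 of mossy cells was 0.869 (the paper's value 0.98), with 0.826 over genes with at least 10 UPM, 0.856 from the mean of the samples and 0.831 with equal numbers of nuclei. For the other excitatory neurons it was 0.979 (the paper's value 0.99), with 0.948 over genes with at least 10 UPM, 0.980 from the mean of the samples and 0.973 with equal numbers of nuclei. For inhibitory neurons it was 0.981 (the paper's value 0.99), with 0.949 over genes with at least 10 UPM, 0.980 from the mean of the samples and 0.978 with equal numbers of nuclei. Each of these values differed from the paper's by more than the SD between pairs of samples, 0.109, 0.00691 and 0.00851 in the same order. The paper gives 0.99 for CA2, OPC, oligodendrocytes and astrocytes too, and R2 was further from it there, at 0.947, 0.923, 0.951 and 0.955, but by less than the SD between pairs of samples, 0.0460, 0.111, 0.151 and 0.0680. The paper also calls its value a correlation coefficient. As r, a scale looked at after the values were seen, the pooled genotypes gave 0.990 for the other excitatory neurons, 0.991 for inhibitory neurons and 0.932 for mossy cells, each within the paper's rounding or the SD of r between pairs of samples (0.0647 for mossy cells). From the mean of the samples r was 0.990, 0.990 and 0.925 in the same order, also within them, and with equal numbers of nuclei it was 0.987 and 0.989, within them, and 0.912, beyond them. Over genes with at least 10 UPM all of these types stayed beyond them, at 0.974, 0.974 and 0.909. For DGCs, CA1, CA2, CA3, OPC, oligodendrocytes and astrocytes r was 0.984, 0.994, 0.973, 0.990, 0.961, 0.975 and 0.977.

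The paper states that each bulk sample came from a male mouse. *Xist* was at 230.1 and 518 CPM in replicate 2 of the mutant and of the control, and *Ddx3y* at 0.352 and 0.343 CPM there. The paper lists *Mafa*, *Gal* and *Dsc3* among the transcripts lower in the mutant. Their FDR was 0.147, 0.252 and 0.0772 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Mafa* was called with no filter (FDR 0.0117) and without mutant replicate 1 (0.0200) in edgeR, in a range of 0.0117 to 0.672 over the unpaired alternatives. *Dsc3* was called in DESeq2 (0.00232), with no filter (5.7e-04) and without mutant replicate 1 (0.00819), in a range of 5.7e-04 to 0.451. *Gal* was called in none that gave a value, with a range of 0.0942 to 0.739. From its regression on the nuclei of each cell type, the paper reports *Trps1* and *Cntnap5a* alone as past its criteria, in excitatory neurons. Its mean counts of *Cntnap5a* per expressing nucleus lie further apart than the pooled 4.81 in the mutant and 3.77 in the control found here. With the mouse as the unit, 336 changes were called in edgeR over all cell types, and neither transcript was called in excitatory neurons, at an FDR of 0.216 for each by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Both were called in DESeq2, with no filter, with the replicate number as a block and without either mutant sample, and *Trps1* also without control replicate 1. In edgeR with no filter *Trps1* had an FDR of 1.2e-05 and *Cntnap5a* of 8.3e-04, in ranges of 2.5e-15 to 0.216 and 1.0e-05 to 0.216 over the unpaired alternatives.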

Other observations

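The tests of the ratio of excitatory neuron to CA1 nuclei, of gene span, of *Trps1* within cluster 10, of a swap of samples, of both sexes in a sample and of the class of clusters 14 and 19 were chosen after the result was seen. The other tests were chosen before it.

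*Xist* in replicate 2 of both bulk genotypes, with *Ddx3y* in replicate 1 of both, is the pattern of a female and a male mouse in each genotype. A swap between the genotypes is argued against by *Prox1*, which was 9.29 times as high in the control as in the mutant sample with *Xist*. Tissue of both sexes in a sample is argued against by *Ddx3y*, whose highest level in a sample with *Xist* was 0.646% of the lowest level in one without. Sex is also argued against as the cause of the differences between genotypes, since 1 of the 2 samples of each genotype had *Ddx3y* above 1 CPM. Whether the labels or the mice differ from the description was not tested.

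Among the bulk genes called in either direction, 0 of 45 lay within 20 Mb of *Wls*, where 123 genes were tested (Fisher's exact test, two-sided, p = 1). The calls are edgeR's. In that window 0 genes had FC >3 at an unadjusted p below 0.05, and DESeq2 called 0. Flanking DNA of the null allele of *Wls* cannot be told apart from no effect with so few called genes.

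The bulk lists give other views of the dissection. The meninges list had a median log2 fold change of 0.17 and a mean of -0.069 over 8 genes. In edgeR 1 gene of it, *Slc22a6*, was called over all genes tested and 1 adjusted over the list alone. Samples of one genotype differed by a median ratio of at most 1.48, and meninges carried over cannot be told apart from none, because the list moves in both directions. *Igf2*, its most abundant gene, was at 80.4 and 445 CPM in mutant replicates 1 and 2 and 77.3 and 91.1 CPM in control replicates 1 and 2, and *Dcn* at 24.3, 23.1, 17.7 and 17.6 CPM in the same order. The immediate early list had a median of 0.18 over 9 genes, and samples of one genotype differed by at most 1.23 times. Handling that differs between samples cannot be told apart from a small change with the genotype. The striatum list had a median of -0.34 over 7 genes. Of the immediate early, striatum, neocortex, thalamus and subiculum lists, 0 genes were called over all genes tested and 0 adjusted over the list alone, in edgeR. At an unadjusted p below 0.05 without a threshold of FC there were 1, 4, 3, 3 and 1 in the same order. DESeq2 called 1 gene of the neocortex list, 0 of the immediate early, striatum, thalamus and subiculum lists, and 1 of the meninges list. No gene is in more than 1 list. Types of hippocampal nuclei other than choroid plexus and EC reached 50 CPM for 1 gene of the choroid plexus list, 2 of the meninges, 3 of the immediate early, 2 of the striatum, 9 of the neocortex, 7 of the thalamus and 1 of the subiculum list.

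Excitatory neuron nuclei made up larger shares in the mutant samples. In the bulk samples, the medians were 0.078 for the neocortex list, 0.0089 for thalamus and 0.0090 for subiculum, and they neither show nor exclude neighbouring tissue. Replicate 2 of each genotype carries the same code in the labels of bulk RNAseq and snRNAseq. Each sample was both hippocampi of a single mouse. In replicate 2 of mutant and control *Ddx3y* was at 25.9 and 31.7 CPM in CA1 nuclei and at 0.352 and 0.343 CPM in bulk. This argues against a shared mouse, and a dissection can differ between the mice. In the nuclei, the median over the neocortex list was 6.24 times as high in excitatory neurons as in CA1 nuclei, against 1.77 for thalamus and 0.989 for subiculum. The clusters may therefore include neocortical neurons in both genotypes, which does not say that the dissections differed. The ratio of excitatory neuron to CA1 nuclei was 1.19 and 0.486 in mutant replicates 1 and 2 and 0.566 and 0.335 in control replicates 1 and 2, the lower mutant value being 0.86 times the higher control value. A larger total of such neurons, neighbouring tissue and a change of the denominator cannot be told apart with 2 mice per genotype.

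Free RNA of DGCs in the control suspensions would raise DGC transcripts in control nuclei of other types. The median log2 fold change of the DGC set was -0.11 in oligodendrocytes, against -0.010 over all genes tested there. It was -0.050 against -0.0011 in astrocytes and -0.033 against -0.0073 in OPC, also below all genes. In microglia it was 0.024, above the -0.040 over all microglia genes. A fall below -1 in oligodendrocytes and below all genes in every non-neuronal type had been set as what free RNA would give, and the values argue against it as the main cause, while a small part is not excluded. Depth is argued against for the larger shares of mutant DGCs with ventral transcripts, since after thinning the share with *Trhr* was 11.5 times as high in the mutant. From stained sections the paper reports that the mutant DG is missing from most of the hippocampus and partly kept at its ventral end. That anatomy shows a loss mainly of dorsal DGCs. The nuclei carry no position, and in them such a loss was not tested beyond these shares.

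*Ubb* was lower in the mutant in each of the 11 cell types tested, with log2 fold changes from -1.79 to -1.33, and was chosen after its values were seen. In 11 of the 11 types the median log2 fold change of genes spanning under 10 kb lay below that of genes spanning over 100 kb, for example -0.24 against 0.18 in DGCs and -0.11 against 0.13 in CA1. A candidate explanation is less cytoplasmic RNA with the nuclei of the mutant samples, a difference of preparation. A change of transcription with the genotype stays open, and calls of short abundant transcripts carry this limit.

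*Trps1* had a log2 fold change of 2.69 within excitatory cluster 10, whose leading genes include the CA1 marker *Wfs1*, so that different shares of the clusters are argued against as the whole cause of its rise. Its FDR there was 0.0807 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with both mutant samples above both control samples.

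Clusters 14 and 19, named as neurons, had medians of 219 and 175 CPM over the meninges list, against 1.40 CPM in CA1 nuclei. The thalamus list was also high in them, at 208 and 86.5 CPM, although *Slc17a6*, a gene of that list, was at 6.31 and 0 CPM. *Dcn* was at 420.2 and 320.5 CPM and *Col1a2* at 286 and 231 CPM. The median of 5 neuronal transcripts in the higher of the pair was 34.4% of that of the lowest other neuron cluster, as non-neuronal nuclei under a neuron label would give. Over the markers of cell types, the medians in clusters 14 and 19 were 286 and 320.5 CPM for meninges, 629 and 357 CPM for astrocytes, against 2835 CPM in nuclei named astrocytes, and 445 and 2.31 CPM for endothelial cells, with *Flt1* at 873 and 0 CPM. Which non-neuronal types they hold stays open.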
